# miRNA regulation in the early development of barley seed

**DOI:** 10.1186/1471-2229-12-120

**Published:** 2012-07-28

**Authors:** Julien Curaba, Andrew Spriggs, Jen Taylor, Zhongyi Li, Chris Helliwell

**Keywords:** microRNA, Barley, Grain development, Plant hormones, Disease resistance, Small RNA sequencing, mRNA degradome, PARE

## Abstract

**Background:**

During the early stages of seed development many genes are under dynamic regulation to ensure the proper differentiation and establishment of the tissue that will constitute the mature grain. To investigate how miRNA regulation contributes to this process in barley, a combination of small RNA and mRNA degradome analyses were used to identify miRNAs and their targets.

**Results:**

Our analysis identified 84 known miRNAs and 7 new miRNAs together with 96 putative miRNA target genes regulated through a slicing mechanism in grain tissues during the first 15 days post anthesis. We also identified many potential miRNAs including several belonging to known miRNA families. Our data gave us evidence for an increase in miRNA-mediated regulation during the transition between pre-storage and storage phases. Potential miRNA targets were found in various signalling pathways including components of four phytohormone pathways (ABA, GA, auxin, ethylene) and the defence response to powdery mildew infection. Among the putative miRNA targets we identified were two essential genes controlling the GA response, a *GA3oxidase1* and a homolog of the receptor *GID1*, and a homolog of the ACC oxidase which catalyses the last step of ethylene biosynthesis. We found that two *MLA* genes are potentially miRNA regulated, establishing a direct link between miRNAs and the R gene response.

**Conclusion:**

Our dataset provides a useful source of information on miRNA regulation during the early development of cereal grains and our analysis suggests that miRNAs contribute to the control of development of the cereal grain, notably through the regulation of phytohormone response pathways.

## Background

MicroRNAs (miRNAs) are a class of non-coding small RNAs (smRNAs) that act to reduce expression of target genes by interacting with their target mRNAs in a sequence-specific manner. Since their discovery it has become clear that miRNAs are an important component in the regulation of many genes in most eukaryotic cells. In plants, most currently validated miRNA targets code for transcription factor families with crucial developmental functions, including the control of root and shoot architecture, vegetative to reproductive phase transitions and leaf and flower morphogenesis [1,2].

miRNAs are processed from a primary miRNA transcript which folds to form an imperfect stem-loop. The pri-miRNA hairpin is recognised and processed to a smRNA duplex consisting of the miRNA and complementary miRNA* by a protein complex containing a DCL1-type RNase. The mature miRNA, which is typically 20–21 nt in length, is then incorporated into the RNA Induced Silencing Complex (RISC) to regulate one or more target genes *in trans* through a base pairing mechanism. Most plant miRNAs appear to trigger both mRNA cleavage (between the nucleotides matching the 10^th^ and 11^th^ position of the miRNA) and translational repression of their target genes [3]. Although these two mechanisms are additive, they can be dissociated when slicing activity is disabled by a mis-pairing in the central region between the miRNA and its target [4-7]. In plants, the high level of complementarity between the miRNAs and their targets suggests slicing is the predominant mode of action of miRNAs [7]. Alternatively, miRNAs can regulate their target indirectly through the production of trans-acting short interfering RNAs (tasiRNAs) [8,9]. tasiRNAs are synthesised from a non-coding mRNA that is processed to phased 21 nt smRNAs by a miRNA triggered process. Like miRNAs, tasiRNAs can regulate multiple target genes through a slicing mechanism.

The number of annotated miRNAs in miRBase has exponentially increased in the last decade [10]*.* The earliest group of miRNAs were identified *in silico* using algorithms to predict stem-loop precursors and targets present in the genome and/or EST databases [11-15]. Subsequent developments in high throughput sequencing made it possible to identify miRNAs based on sequencing of smRNA libraries in a wide range of species. Schreiber *et al.*[16] identified 100 miRNAs, including 44 new miRNAs, from barley leaves using short-read sequence data. A major challenge of sequencing based approaches is to identify the miRNAs amongst a smRNA population mostly composed of short-interfering RNAs (siRNAs) [17]. Distinguishing these two major smRNA classes relies principally on identifying their origin. An siRNA locus produces several overlapping siRNAs, whereas the pri-miRNA encoded by a *MIR* gene usually produces one miRNA from an imperfect RNA hairpin [18]. Additional criteria can also help classify a smRNA, such as its length and mode of action. Most miRNAs and tasiRNAs are 21 nt in length and post-transcriptionally regulate their target genes *in trans*, whereas the vast majority of the 24 nt smRNAs correspond to cis-acting siRNAs (casiRNAs) that regulate the transcription of their own locus of origin through a DNA methylation based mechanism.

miRNA targets are often validated using a modified 5’RACE technique to detect the products of miRNA-mediated cleavage [19]. For most currently annotated miRNA targets, cleavage has not been verified and therefore the function of the corresponding miRNA *in vivo* has not been established. Recently, techniques which combine 5’RACE and high throughput sequencing (Parallel Analysis of RNA Ends (PARE) and equivalent methods [20-22]), have been used to simultaneously validate all sliced miRNA targets in a given RNA extract. Such an approach has been successfully carried out in Arabidopsis, rice, soybean, grapevine, citrus and medicago [23-28]. However, identifying a miRNA regulation is dependent on examining the appropriate tissue and developmental stage. As miRNAs are predominantly post-transcriptional regulators [29,30], the impact of their regulation depends on the overlap of their spatio-temporal expression with that of their target genes [1,2]. miRNAs from the same family can potentially have different functions depending on their expression profile, as suggested for members of the miR169 and miR171 families that differentially accumulate in response to abiotic stress in rice [31,32].

Despite the growing knowledge of miRNA functions in plants, only the functions of highly conserved miRNAs have been investigated in crop species. Perhaps the best characterized miRNAs in cereals are miR156 and miR172 which regulate *SPL* (*Squamosa Promoter-binding protein-Like*) and *AP2*-like genes, respectively. miR156 controls shoot branching in rice and maize [33-35] and miR172 regulates floral organ identity in rice, maize and barley [36-41]. In maize, miR172 accumulation is affected by miR156 and both miRNAs are involved in the regulation of the juvenile to adult phase transition [33]. In contrast to the highly conserved miRNAs, the majority of the newly discovered miRNAs are weakly expressed and only found in closely related species, suggesting that they have recently evolved and could contribute to determining species-specific traits.

Barley is the fourth most cultivated crop worldwide; its grains are used for both human consumption and livestock feed. From anthesis, it takes approximately 40 days to form a mature grain composed of 3 principal tissues: the embryo, the endosperm (starchy endosperm and aleurone layers), and the outside layer (seed coat and pericarp). The development of the grain can be divided in three principal stages based on morphological changes, metabolite accumulation and transcriptome analysis: pre-storage, storage (or maturation) and desiccation [42-45]. The pre-storage phase, which corresponds to the first 5 Days Post Anthesis (DPA), is characterized by extensive mitotic activity in both embryo and endosperm. The transition to the storage phase, roughly between 5 and 10 DPA, can be considered as an intermediate stage characterized by dramatic transcriptional changes in order to mobilize energy resources and initiate the differentiation of the tissues that will constitute the mature grain. Throughout the maturation phase, which lasts up to ~25 DPA, aleurone and embryonic tissues acquire desiccation tolerance whereas the endosperm cells undergo endoreduplication and accumulate storage metabolites (mainly starch and proteins) [46].

In this study we investigated the miRNA-mediated gene regulation that takes place during the growth of the barley grain. Since the early stages of development play a key role in determining grain quality characteristics, we focused on the pre-storage and early storage phases (0–15 DPA). From analysis of smRNA and degradome libraries, 96 genes regulated by miRNA-mediated cleavage were identified including transcription factors, kinases, oxidoreductases, hydrolases, transferases, receptors and transporters. Our data suggest that miRNAs contribute widely to the control of development of the cereal grain, notably through the regulation of phytohormone response pathways.

## Results and discussion

The early development of the seed is marked by large-scale transcriptional changes, especially during the transitional phase. In order to correlate those changes with variation in miRNA abundance, we made smRNA and mRNA-degradome libraries from the whole caryopsis at three consecutive developmental stages: (A) from 1 to 5 DPA (early pre-storage), (B) from 6 to 10 DPA (late pre-storage or transition phase), and (C) from 11 to 15 DPA (early storage). An overview of our analysis is presented Figure 1. We first used the smRNA libraries to detect known miRNAs and to identify new miRNAs based on the presence of their precursor in cDNA databases. We then used the degradome libraries to identify potential endonuclease cleavage sites in EST sequences and selected those that could result from slicing by a sequenced smRNA. The smRNAs associated with a cleavage site in the degradome data are designated as potential miRNAs (pot-miRNAs).

**Figure 1:**
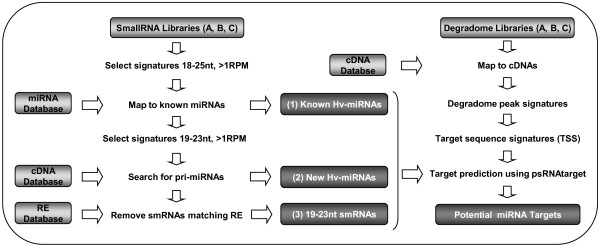
**Flow diagram of smallRNA and degradome library analysis.** Three smRNA libraries and three mRNA degradome libraries were made from whole barley caryopses at three developmental stages: A (1–5 DPA), B (6–10 DPA) and C (11–15 DPA). Light grey boxes indicate the input data (RE stands for Repeat Elements) and dark grey boxes represent the output data. The (1) known miRNAs, (2) new miRNAs and (3) 19-23nt smRNAs identified from the analysis of the smRNA libraries were then used in combination with the degradome libraries to find potential miRNA regulated genes.

### Diversity of the small-RNA population in early grain development

Approximately equal numbers of sequence reads (20 million) were generated from each of the smRNA libraries (Table 1, Additional file 1). 

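The smRNA libraries were made from whole caryopses and sequenced on the Illumina platform, with 1 library for stage A (1 to 5 DPA), 1 for stage B (6 to 10 DPA) and 1 for stage C (11 to 15 DPA). There were no replicate libraries, so no difference between stages was tested, and an exact test on reads, where given, compares 2 libraries only. The authors trimmed the 3′ adapter, pooled identical reads into signatures, left out sequences that were mostly a homopolymer or a dinucleotide repeat, and gave the reads and the reads per 1000000 reads (RPM) of each signature in each library. The deposited table held signatures of 18 to 36 nt, including those with a single read. It held 5439786 reads in stage A, 5368235 in stage B and 4977603 in stage C. The paper's stated depth, in units of 1000000 reads, is 20 per library, and its Additional file 1 lists 6608637, 6566080 and 6904123 sequences of 1 to 36 nt. The deposited RPM values were the reads divided by 7306315 in stage A, 7407015 in stage B and 7750998 in stage C and multiplied by 1000000, so that 1 read was 0.137, 0.135 and 0.129 RPM. Shares were computed from the reads in the table and abundances were taken as the deposited RPM. Shares are given with 95% binomial confidence intervals (Wilson), and a count of 0 with the limit that 3 reads would give. Amplified reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only.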

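In the 3 smRNA libraries together, 8929124 of the 15785624 reads of 18 to 36 nt were 24 nt long, which is 56.6%. The 21 nt class held 1435935 reads or 9.10%. Reads of 18 to 25 nt made up 97.1% of the table. Among the signatures of 18 to 25 nt, 81.4% had a single read over the 3 libraries, and 137736 of them reached 1 RPM when the RPM of the 3 libraries were summed.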

The size distribution in the smRNA datasets was similar to previous reports with about 44 % 24 nt sequences that are likely to consist predominantly of casiRNAs and 7 % 21 nt smRNAs that will include the bulk of the miRNAs (Figure 2). The datasets showed a decrease in the percentage of 24 nt smRNAs and an increase in the percentage of 21 nt smRNAs from stages A to C, which correlates with data from developing rice grain samples from 1–5 DPA and 6–10 DPA [47]. 

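The 24 nt class held 59.5% of the reads in stage A (95% interval 59.5 to 59.6), 57.7% in stage B (57.7 to 57.7) and 52.1% in stage C (52.1 to 52.1). The 21 nt class held 7.50% (7.47 to 7.52), 9.36% (9.34 to 9.39) and 10.6% (10.5 to 10.6) of the reads of stages A, B and C. From stage A to C, the 24 nt share fell by 7.41 percentage points and the 21 nt share rose by 3.06. The choice that moved these values most was a minimum of 2 reads per signature in the library, with which the 24 nt share fell by 19.5 percentage points and the 21 nt share rose by 7.14.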

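Stage A had 803250 unique 24 nt signatures and stage B 1396935, a ratio of 1.74. For 21 nt, stage A had 96981 signatures and stage B 106342, a ratio of 1.10. The 24 nt ratio was 1.78 when each library was drawn down to the same number of 24 nt reads, and it fell to 0.805 among signatures above 1 RPM in the library, the alternative that moved it most. For 21 nt, the same drawing down to equal numbers of 21 nt reads gave 89401 signatures in stage B against 96981 in stage A, a ratio of 0.922. Among signatures with at least 2 reads in the library, the 21 nt ratio was 0.985, and it was 1.11 at equal numbers of reads of all lengths and 1.05 above 1 RPM. In stage B, 83.5% of the 24 nt signatures (95% interval 83.5 to 83.6) and 82.7% of the 21 nt signatures (82.5 to 83.0) had a single read in the library.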

If unique signatures are considered, both 21nt and 24 nt smRNA diversity increased from stage A to B, suggesting a higher smRNA complexity during the reprogramming phase of grain development. As the grain matures further (sample C), the number of unique 21 nt signatures decreases while the 24 nt increase (Figure 2). 

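Stage C had 87300 unique 21 nt signatures, 0.821 of the number in stage B, and 1572004 unique 24 nt signatures, 1.13 times the number in stage B. At equal numbers of reads of each length class, the ratio of stage C to stage B was 0.792 for 21 nt and 1.31 for 24 nt. Both directions were opposite among signatures above 1 RPM in the library, where the ratio of C to B was 1.01 for 21 nt (3369 against 3348 signatures) and 0.591 for 24 nt. With at least 2 reads in the library, the ratios were 0.832 and 1.05. A minimum of 1 RPM counts abundant signatures only, so that it does not test the number of all signatures. The number of 24 nt reads per signature was 4.03 in stage A, 2.22 in stage B and 1.65 in stage C. From the larger numbers of unique 21 nt and 24 nt signatures in stage B than in stage A, the paper proposes a more complex smRNA population during the reprogramming phase of grain development.

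**Figure D1:**
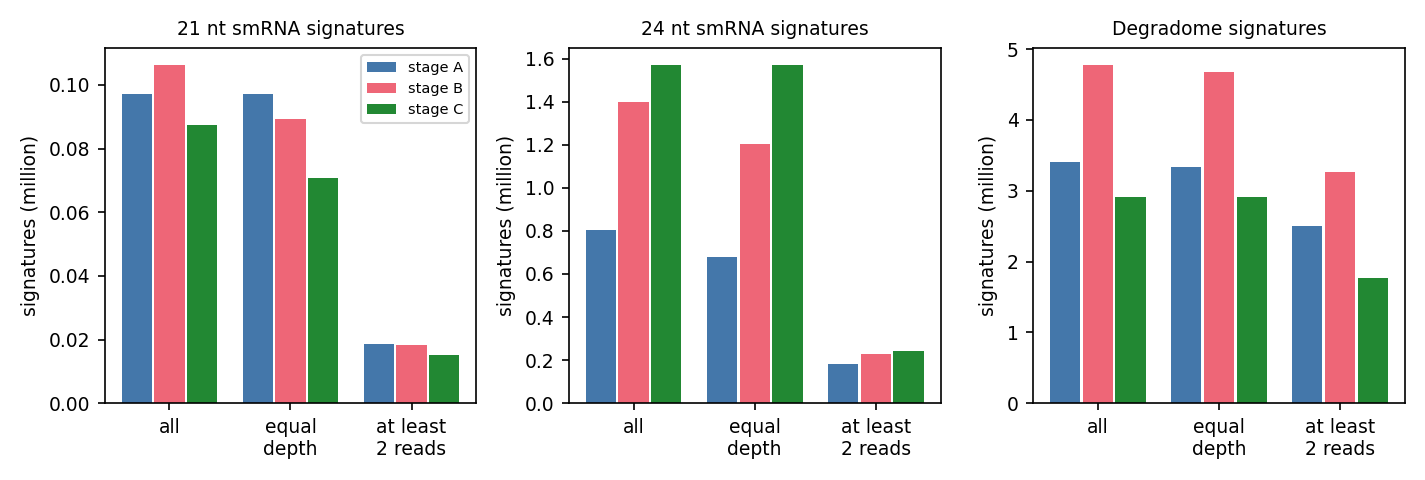
Unique signatures (in units of 1000000) of 21 nt smRNAs, 24 nt smRNAs and the degradome in stages A, B and C, each bar being 1 library: all signatures, signatures at equal depth (reads of the same length class, or degradome tags, drawn down to the smallest library), and signatures with at least 2 reads in the library. The 21 nt signatures of stage B exceeded those of stage A only without these changes (106342 against 96981).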

The continuing increase in 24 nt smRNA diversity with development may reflect an increase in heterochromatin formation as cells become more differentiated. This correlates with the observation that undifferentiated cells have little heterochromatin and that epigenetic regulation plays an important role in the determination of cell fate through global remodelling and compaction of chromatin structure [48,49].

**Table 1:** Composition of the smRNA libraries

**smRNA length**	**Sequences (million)**				**Signatures (million)**						
	**A**	**B**	**C**	**Total**	**A**	**B**	**C**	**Total**	**Singletons**		**>1RPM**
1-36 nt	6.608	6.567	6.904	20.079	1.511	2.251	2.397	6.159			
18-25 nt	5.284	5.214	4.837	15.335	1.336	2.046	2.159	4.801	3.900	81%	0.137
19-23 nt	1.682	1.806	1.910	5.398	0.449	0.560	0.507	1.313	1.080	82%	0.041
21 nt	0.410	0.500	0.530	1.440	0.100	0.110	0.090	0.249	0.200	80%	0.008
24 nt	3.240	3.100	2.590	8.930	0.800	1.400	1.570	3.268	2.640	81%	0.090

Number of sequences and signatures (unique sequences) for different length of smRNAs found in smRNA libraries made from whole caryopsis tissue at the three developmental stages: A (1–5 DPA), B (6–10 DPA) and C (11–15 DPA). Singletons are the signatures found only once. The column “>1 RPM” shows the number of signatures with more than 1 Read Per Million (RPM).

**Figure 2:**
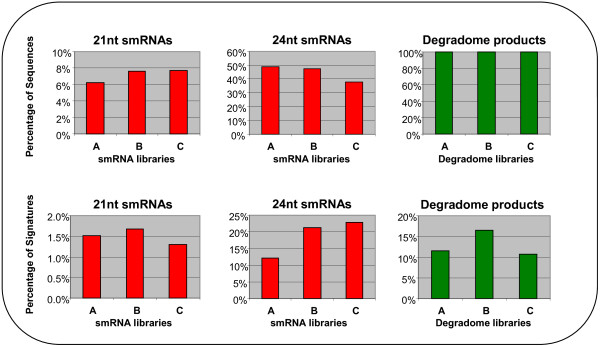
**Distribution of the 21 nt-smRNAs, 24 nt-smRNAs and degradome products by library.** The percentages of sequences and signatures were calculated using the total number of sequences for each library (A, B, C). Degradome products correspond to the 20-21nt sequences present in the mRNA degradome libraries.

### Previously identified miRNAs present in barley grain

We found 84 smRNA signatures that were identical (in sequence and length) to at least one previously identified plant miRNA, representing 47 miRNA families (Figure 3, Additional file 2). Of these, 11 families had been previously classified as hvu-miRNA in miRBase and 32 were previously reported in barley leaves but not classified as hvu-miRNA in miRBase [10,16]. 

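Each of the 84 sequences listed in Additional file 2 was found in the smRNA table by an exact match, with RPM equal to the listed ones to within a relative difference of 4.09e-06. Of the 84, 80 had at least 1 read in each library and 67 reached 1 RPM in at least 1 library. Together they held 112812 reads in stage A, 230849 in stage B and 217843 in stage C. Their summed RPM was 15440 in stage A, 31166 in stage B and 28105 in stage C, a ratio of 2.02 for B over A and of 0.902 for C over B. Without the most abundant of them, hvu-miR168a, the ratios were 1.59 and 1.03, so that the direction between B and C rested on this miRNA. With RPM taken per 1000000 sequences of 18 to 25 nt in place of the deposited RPM, C over B was 1.02. Between A and B, 21 of the 39 known miRNAs with at least 5 RPM in either library differed at least 2-fold (pseudocount 0.5 RPM), 13 of them higher in B and 8 lower. Between B and C, 9 of 36 did, all of them lower in C. With RPM taken per 1000000 sequences of 18 to 25 nt, 13 of 44 did, 5 higher and 8 lower in C. An exact conditional binomial test on reads, which takes the reads in the table and not the RPM denominators as library totals, adjusted over the 84 sequences (Benjamini-Hochberg), gave 45 with an adjusted p under 0.05 between libraries A and B (32 higher in B), and 30 between B and C (10 higher in C). Among the 47 families, summed RPM was highest in stage A for 16, in stage B for 19 and in stage C for 12.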

We found 4 miRNA families (hvu-miR894, hvu-miR158, hvu-miR161, hvu-miR391) that were not observed in barley leaf and so may be seed specific [16] (Figure 3, Additional file 2). 

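In the smRNA libraries, hvu-miR894 had 6 reads in stage A, 10 in stage B and 29 in stage C. It ends in CCA, and of the 14811 reads of at least 18 nt that share the last 18 nt of hvu-miR894, 18.0% were 20 to 22 nt long. Hvu-miR158 had 26, 7 and 15 reads in the same order. Hvu-miR161 had 9 reads in all (6 in stage A, 2 in stage B and 1 in stage C), and hvu-miR391 had 8 (5, 2 and 1), too few to show a difference between the stages.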

As previously observed by Colaiacovo et al. [50], the vast majority of the miRNAs are 21 nt in length (Additional file 2). 

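Of the 84 known miRNA sequences, 55 were 21 nt, 16 were 20 nt, 8 were 22 nt, 3 were 19 nt, 1 was 23 nt and 1 was 24 nt long. The known miRNAs of 21 nt held 17.7% of the 21 nt reads of stage A (95% interval 17.6 to 17.9), 29.6% of those of stage B (29.5 to 29.8) and 26.3% of those of stage C (26.2 to 26.4). The 3 most abundant known miRNAs held 77.2% of all reads of the 84 in stage A, 85.8% in stage B and 85.8% in stage C.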

The specificity of each family was determined according to the farthest species (from barley) in which at least one member has been found. We note that the highly conserved families are not necessarily highly expressed in barley seed, examples are miR894 and miR408 which accumulate at less than 10 RPM. Conversely, miR5071, miR5048 and miR5067 which have only been identified in barley, are expressed at over 100 RPM in the seed. 

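The single miR408 sequence, hvu-miR408b, had 1 read in stage A (0.137 RPM), 28 in stage B (3.78 RPM) and 27 in stage C (3.48 RPM), and summed to 7.40 RPM over the 3 libraries. The abundance of hvu-miR894 summed to 5.91 RPM. In total, 25 of the 47 families summed to under 10 RPM over the 3 libraries and 13 to over 100 RPM.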

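Hvu-miR5071 had 300.0 RPM in stage A (95% interval 288 to 313), 159 RPM in stage B (150 to 169) and 73.5 RPM in stage C (67.7 to 79.8). Hvu-miR5048 had 112 RPM (104 to 120), 122 RPM (114 to 130) and 89.9 RPM (83.5 to 96.9). Hvu-miR5067 had 47.8 RPM (43.0 to 53.0), 56.4 RPM (51.3 to 62.1) and 23.0 RPM (19.8 to 26.6), a sum of 127 RPM over the 3 libraries.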

Overall only ~0.01% of the unique 21 nt signatures correspond to known miRNAs.

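The libraries held 249209 unique 21 nt signatures, and the 55 known miRNAs of this length were 0.0221% of them. Among the 8150 unique 21 nt signatures with a summed abundance above 1 RPM, they were 0.675%.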

**Figure 3:**
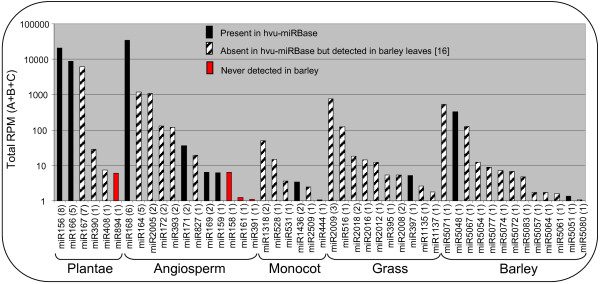
**Known miRNA families found in the barley seed.** miRNA families were grouped according to their conservation level across the plant kingdoms (based on the farthest species from barley in which at least one member has been found). For each miRNA family, the number of members (or unique sequences) identified in barley is presented in brackets and the total number sequences from the three libraries is presented in reads per million (RPM). In black are the families for which at least one member has been classified in miRBase, in black stripes are the miRNA families not classified in miRBase but previously detected in barley leaves [16] and in red are the known miRNA families absent in barley leaves.

To determine whether the number of cloned sequences in the libraries reflects the relative abundance of a smRNA *in planta*, the accumulation of three known miRNA families (hvu-miR164, hvu-miR168 and hvu-miR390) was monitored during seed development (Figure 4). 

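Over the 3 smRNA libraries, the RPM of the miR164 family was distributed as 27.04% in stage A, 46.8% in stage B and 26.2% in stage C. The miR168 family was distributed as 17.2%, 46.7% and 36.2%, and hvu-miR390 as 73.5%, 15.2% and 11.3%. Behind these shares were 2300, 4034 and 2362 reads for miR164, 43229, 119267 and 96721 reads for miR168, and 153, 32 and 25 reads for hvu-miR390. Between stages B and C, the 32 and 25 reads of hvu-miR390 did not differ beyond sampling noise (exact conditional binomial test, two-sided, p = 0.596).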

For all three families, the abundance of the mature miRNA detected by northern blot between the three development stages followed the same trend as the numbers of reads in the libraries. Therefore, the relative expression of each smRNA between the 3 samples (A, B and C) can be directly inferred from the numbers of sequence reads.

**Figure 4:**
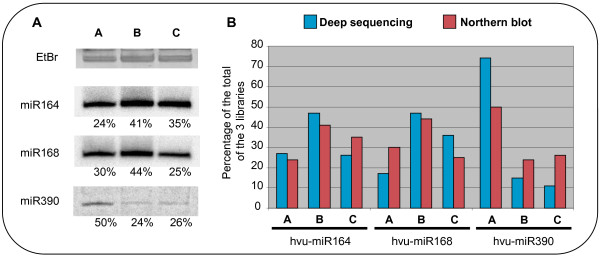
**Level of mature miRNAs in the smRNA libraries*vs in planta.*A**. Northern blot showing the level of mature miRNAs in whole caryopsis tissues harvested from three stages: 1–5 DPA (A), 6–10 DPA (B) and 11–15 DPA (C). The same amount of total RNA was loaded based on spectrophotometer readings. The intensity of each band was quantified using a phosphoimager and is indicated as a percentage. **B**. Distribution of three known miRNAs between the three stages (A, B, C) using read numbers in the three smRNA libraries (blue) and their abundance detected by northern blot in 5A (red). The percentages for each miRNA refer to the total abundance or reads of the miRNA detected across the three samples or libraries.

### New miRNAs identified based on the presence of their precursor

A miRNA can potentially evolve as a result of the transcription of one of the many inverted repeats present in the genome if the resulting hairpin structure has the features to be recognised and processed by a DCL protein. In the absence of a barley genome sequence, sequence information is restricted to EST databases. For this analysis we used the HarvEST database which contains over 50,000 unigenes and searched for miRNA precursors corresponding to smRNA sequences in our database (Figure 1). A putative precursor (pri-miRNA) was found for 15 smRNA sequences. Eight of these were for miRNAs present in miRBase including the three highly conserved miRNAs hvu-miR159, hvu-miR171a and hvu-miR168a for which a miRNA* was also present (Table 2, rows 1–8; Additional file 3). 

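Reads of 18 to 25 nt were matched exactly to the 15 pri-miRNA sequences of Additional file 3. The miRNA* called marked here was read from the spacing of these sequences, since the colours that mark it were not read. For hvu-miR168a, which had 258033 reads, the miRNA* marked in Additional file 3 (CCCGCCTTGCACCAAGTGAAT) had 34 reads. For hvu-miR171a, with 166 reads, the marked miRNA* (TGTTGGCTCGACTCACTCAGA) had 30 reads. For hvu-miR159, with 46 reads, the marked miRNA* had 0 reads itself, and 5 reads started and ended within 1 nt of it, 4 of them GAGCTCCTATCATTCCAATGA. On the pri-miRNA of hvu-miR159, the most abundant sequence away from the miRNA, picked after its values were seen, was TTTGCATGATCGAGGAGCCGC with 134 reads. The median share of reads that started within 1 nt of the miRNA or of its miRNA* was 85.7% over the 8 pri-miRNAs of known miRNAs, and under 50% for 2 of them, MIR1135 (45.2%, 95% interval 36.7 to 53.9) and MIR159a (32.1%, 26.96 to 37.6).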

There were also putative pri-miRNAs for seven smRNA sequences not present in miRBase (Table 2, rows 9–15). Two of these have sequences closely related to known miRNA families and were therefore annotated hvu-miR5071b and hvu-miR1120b. 

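The 7 new miRNAs had between 10 and 104 reads over the 3 libraries. Hvu-miR6002 had 0 reads in stage A, where 3 reads would give 0.411 RPM, 9 in stage B and 8 in stage C. Hvu-miR6004 had 7 reads in stage A, 3 in stage B and 0 in stage C, where the limit was 0.387 RPM. Hvu-miR6001 had 23, 12 and 7 reads. The share of reads on the pri-miRNA that started within 1 nt of the miRNA or of its miRNA* had a median of 83.3%. It was lowest for MIR6003, at 25.4% of 67 reads (95% interval 16.5 to 36.9), and next lowest for MIR6001, at 52.5% of 257 reads (46.4 to 58.6), of which 121 started more than 24 nt from the miRNA.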

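Hvu-miR1120b (TTCTTATATTATGGGACGGAG) had 30 reads in stage A, 33 in stage B and 41 in stage C. On its pri-miRNA, 99.3% of the 134 matching reads (95% interval 95.9 to 99.9) started within 1 nt of it.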

Hvu-miR1120b (21 nt) is a short version of hvu-miR1120 (24 nt) with 3 nucleotides missing at the 5’ end; both are predicted to originate from the same pri-miRNA. 

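The 24 nt sequence of hvu-miR1120 (ACATTCTTATATTATGGGACGGAG) had 0 reads in each of the 3 smRNA libraries. At these depths a count of 0 allows up to 0.411 RPM in stage A, 0.405 RPM in stage B and 0.387 RPM in stage C. The 22 nt and 23 nt sequences between it and hvu-miR1120b also had 0 reads.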

Since hvu-miR1120 was only predicted *in silico*[51] and hasn’t been detected in barley leaves, it may not exist *in planta*. We temporarily annotated the other five smRNAs as new miRNAs starting from hvu-miR6001 as they show the expected features of a miRNA other than the presence of a miRNA*. The lack of miRNA* sequences may reflect the low abundance of these miRNAs.

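No read matched the marked miRNA* of any of the 7 new miRNAs, either exactly or within 1 nt at each end. Relative to the reads within 1 nt of the miRNA, this allows a miRNA* share of up to 2.26% for hvu-miR1120b, 2.22% for hvu-miR6001, 6.98% for hvu-miR6004, 15.8% for hvu-miR6002, 17.6% for hvu-miR6003, 27.3% for hvu-miR5071b and 30.0% for hvu-miR6005. Of the 8 known miRNAs, 3 had reads of the marked miRNA*. Their miRNA* share was 16.9% for hvu-miR171a, 5.68% for hvu-miR159 and 0.0192% for hvu-miR168a (50 reads within 1 nt of the miRNA* against 259992). The known hvu-miR1135, hvu-miR1436b, hvu-miR5051 and hvu-miR444a had 0 such reads, which allows up to 5.36%, 15.8%, 25.0% and 33.3%. For hvu-miR5048 no miRNA* could be read from the spacing. A share as large as that of hvu-miR171a was excluded by depth for hvu-miR1120b, hvu-miR6001, hvu-miR6004 and hvu-miR6002, and a share as small as that of hvu-miR168a was excluded for none of the 7.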

**Table 2:** miRNA precursors and corresponding known and new miRNAs

**Row**	**EST ID**	**pri-miRNA**	**miRNA**	**miRNA sequence (5’-3’)**	**Length**	**RPM-A**	**RPM-B**	**RPM-C**	**Star**
1	U21_20916	hvu-MIR159a	hvu-miR159	TTTGGATTGAAGGGAGCTCTG	21	2.74	2.16	1.29	YES
2	U21_9346	hvu-MIR168	hvu-miR168a	TCGCTTGGTGCAGATCGGGAC	21	5891.89	16016.44	12430.78	YES
3	U21_38648	hvu-MIR171	hvu-miR171a	TGATTGAGCCGTGCCAATATC	21	13.41	5.13	3.87	YES
4	U21_6953	hvu-MIR444a	hvu-miR444a	TTGTGGCTTTCTTGCAAGTCG	21	0.41	0.41	0.26	NO
5	U21_50801	hvu-MIR5051	hvu-miR5051	TTTGGCACCTTGAAACTGGGA	21	0.41	0.54	0.39	NO
6	U21_37849	hvu-MIR1135	Hvu-miR1135	TGCGACAAGTAATTCCGGACGGAG	24	0.27	0.68	1.68	NO
7	U21_8425	hvu-MIR1436b	hvu-miR1436b	TACATTATGGGACGGAGGGAG	21	0.82	1.08	0.26	NO
8	U21_2275	hvu-MIR5048	hvu-miR5048	TATTTGCAGGTTTTAGGTCTAA	22	111.82	122.18	89.92	YES
9	U21_14449	hvu-MIR5071b	hvu-miR5071b	TCAAGCATCATGTCATGGACC	21	0.55	0.54	0.26	NO
10	U21_51424	hvu-MIR6001	hvu-miR6001	CGAGGATGAAGAAGAAAAT	19	3.15	1.62	0.90	NO
11	U21_16909	hvu-MIR6002	hvu-miR6002	TAGGACGCCATGGTAGATAGCATG	24	0.00	1.22	1.03	NO
12	U21_27580	hvu-MIR6003	hvu-miR6003	AATATGGATCGGAGGGAGTAA	21	0.68	0.95	0.52	NO
13	U21_53039	hvu-MIR6004	hvu-miR6004	TTGCGTCGTTGTGCCTGGGCT	21	0.96	0.41	0.00	NO
14	U21_51897	hvu-MIR6005	hvu-miR6005	AATTAATTTGGATCGGAGGGA	21	0.41	0.27	0.65	NO
15	U21_16332	hvu-MIR1120	hvu-miR1120b	TTCTTATATTATGGGACGGAG	21	4.11	4.46	5.29	NO

The pri-miRNAs were identified in the harvEST dataset according to their ability to form a hairpin-like secondary structure that could generate one of the smRNAs present in the libraries. For each miRNA, its length and number of reads (in RPM) in each library (A, B, C) are indicated. The column “Star” indicates when a corresponding miRNA* was found in the libraries.

### Identification of potential miRNA targets using the degradome libraries

The 84 known and 7 new miRNAs identified in this study account for only 1 % of the unique 21 nt signatures in the smRNA sequence dataset, suggesting that these analyses did not identify all the miRNAs present. 

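The known and new miRNAs of 21 nt numbered 60, which is 0.0241% of the unique 21 nt signatures. Of the 21 nt signatures above 1 RPM summed over the 3 libraries, they were 0.736%.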

An alternative approach to identify the presence of a miRNA is to detect its post-transcriptional regulatory activity on a target gene. In plants, most miRNAs characterised to date show slicing activity on their target, hence degradome analysis was carried out using the Parallel Analysis of RNA Ends (PARE) technique [21], constructing libraries from samples A, B and C as used for the smRNA libraries (Figure 1). We reasoned that having smRNA and degradome libraries from the same sets of samples would allow us to follow the miRNA regulation of target genes and increase the likelihood of detecting a cleavage that occurs at a particular developmental stage.

Approximately 30 million sequence tags corresponding to cleaved 5’ ends of mRNAs were obtained from each of the degradome libraries (Table 3, Additional file 1). 

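The degradome libraries were made from the samples of the same 3 stages by PARE, which sequences the 5′ ends of uncapped polyadenylated mRNA fragments, with 1 library per stage. The authors trimmed and filtered the reads as for the smRNA libraries, shortened 21 nt tags to 20 nt, pooled identical tags into signatures and gave reads and RPM. The deposited table held 29508917 tags in stage A, 29062307 in stage B and 27155958 in stage C, against 29741277, 29282352 and 27365378 sequences of 20 to 36 nt in the paper's Additional file 1. The RPM were the tags divided by 30467772, 30282097 and 28128124 and multiplied by 1000000, so that 1 tag was 0.0328 RPM in stage A, 0.0330 RPM in stage B and 0.0356 RPM in stage C. The minimum of 1 RPM named in the methods was not applied to the table, which held tags with a single read. The tags of a target site were the 20 nt tags that began with nucleotides 17 to 32 of its 32 nt TSS, and their reads were summed. Tags that started at any of the 16 positions before the cleavage position were counted with them as the window of the site. A limit for a count of 0 was 0.0985 RPM in stage A, 0.0991 RPM in stage B and 0.107 RPM in stage C. ESTs are named by their HarvEST unigene identifier, and their positions in a genome were not analysed here.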

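By the counts of Additional file 1, 44.2% of the trimmed sequences of the stage A degradome library were 20 nt and 55.6% were 21 nt long. The 20 nt share was 40.8% in stage B and 44.2% in stage C, and the 21 nt share 58.9% and 55.5%. In the deposited table, which holds both classes as 20 nt tags, the number of reads per signature was 8.66 in stage A, 6.08 in stage B and 9.33 in stage C.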

After trimming of adapter sequences, most sequences were of the expected size of 20 or 21 nt. To simplify analysis, the 21 nt sequences had the 3’ nucleotide trimmed and were then pooled with the 20 nt sequences giving 8.86 million unique sequence tags (Table 3). The number of unique sequences was higher in sample B which also had the greatest diversity of 21 nt smRNAs (Figure 2). This suggests that there is a larger diversity of transcripts regulated by miRNA cleavage between 6 and 10 DPA.

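Stage A had 3409155 unique degradome signatures, stage B 4780931 and stage C 2910418, which makes B over A 1.40 and B over C 1.64. The 3 libraries together held 8796958 signatures, of which 79.7% were found in 1 library only. At equal numbers of tags, stage B had 4677414 signatures against 3334727 in stage A and 2910418 in stage C. The alternative that moved these ratios most was to count only signatures above 1 RPM in the library, the minimum in the methods, and it reversed both, to 0.888 for B over A and 0.949 for B over C. That minimum counts abundant signatures only. With at least 2 reads in the library, the ratios were 1.31 and 1.85. Signatures that held an unread base were 13.2% of those of stage A, 0.290% of those of stage B and 20.2% of those of stage C. Without them, a choice made after seeing the data, B over A was 1.61 and B over C 2.05.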

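The signatures above 1 RPM numbered 120702 in stage A, 107229 in stage B and 113003 in stage C, and they held 37.9%, 39.7% and 45.8% of the tags. The tags at the cleavage positions of the 96 targets, summed over sites, reached 213 RPM in stage A, 257 RPM in stage B and 221 RPM in stage C. Without the ferredoxin site, which held the most tags, the sums were 122, 143 and 146 RPM, so that the highest stage was C instead of B. Of these sums, the beta-galactosidase site (U21_9761) alone held 0.525 RPM in stage A, 32.3 RPM in stage B and 46.3 RPM in stage C. The place of stage A below B and C therefore rested on this site. From the higher number of unique sequences in stage B, where the paper also found the greatest diversity of 21 nt smRNAs, the paper proposes that more different transcripts were cleaved under the guidance of miRNAs between 6 and 10 DPA.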

**Table 3:** Composition of the mRNA degradome libraries

**Degradome length**	**Sequences (million)**				**Signatures (million)**			
	**A**	**B**	**C**	**Total**	**A**	**B**	**C**	**Total**
20-36 nt	29.741	29.282	27.365	86.389	3.800	5.526	3.168	10.147
20 nt	13.150	11.949	12.103	37.203	1.724	2.393	1.411	4.502
21 nt	16.525	17.239	15.188	48.952	2.066	3.110	1.746	5.607
20-21 nt pooled	29.675	29.188	27.291	86.155	3.433	4.814	2.928	8.857

Number of sequences and signatures (unique sequences) of mRNA degradation products found in the degradome libraries made from whole caryopsis tissue at the three developmental stages A (1–5 DPA), B (6–10 DPA) and C (11–15 DPA). The 20–21 nt pooled degradome sequences combine the 20 nt and 21 nt sequences shortened to 20 nt by removing the 3’end nucleotide.

The degradome sequences were mapped to the HarvEST dataset. The total reads mapping to an EST were used to establish a threshold which was calculated using the average number of reads of all degradome signatures matching the EST plus two standard deviations. Sequences that were more abundant than the threshold were considered to be degradome peaks (Figure 5). The degradome peak was then used to define a Target Signature Sequence (TSS, Figures 1 and 5) which extended 16 nt in each direction from the 5’ end of the degradome sequence that identified the peak. The TSSs were then compared to the known miRNAs, the new miRNAs and to the 19–23 nt smRNAs filtered against repeat elements (Figure 1; see Methods for detail). The three degradome libraries were analysed separately. This identified 1126 ESTs with at least one TSS that was predicted to be a binding site for a known, new or one of the 19–23 nt siRNAs. We refer to the 19–23 nt siRNAs that match a TSS as potential miRNAs (pot-miRNAs) from here on. As there is no precursor information for the pot-miRNAs they could include tasiRNAs and other siRNAs as well as genuine miRNAs. The majority of the ESTs we identified had multiple degradome peaks. As the degradome libraries were made by reverse transcription from the polyA + tail, a miRNA target would be expected to have a peak corresponding to the miRNA cleavage site, together with degradation products from downstream of the cleavage site. This prediction was observed for 17 out of 18 conserved targets of known miRNAs (data not shown). Based on this observation, we selected 96 ESTs for which the first TSS was predicted to be targeted by at least one miRNA (known, new or potential) that perfectly aligned with the predicted cleavage site (offset =0) (Additional file 4). These 96 ESTs included 21 with only one TSS and were targeted by a total of 1013 miRNAs (Additional file 4). 

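A tag began at the cleavage position of each of the 96 ESTs, which have 94 distinct TSSs. With a minimum of 10 reads over the 3 libraries, 86 of the 96 remained. The number of reads at the cleavage position ranged from 4 to 8354, with a median of 43. The tags were highest in stage A for 44 sites, in stage B for 29 and in stage C for 23. The minimum of 10 reads moved these counts most, to 43, 20 and 23. For 6 of the targets of pot-miRNAs, at least as many tags started at another position of the window as at the cleavage position.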

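The 1013 smRNA sequences listed for the 96 ESTs were all found in the smRNA table, with a median of 22 reads over the 3 libraries. Of them, 137 had under 10 reads. Their abundance was highest in stage A for 291, in stage B for 296 and in stage C for 426. They included 35 of the known miRNAs and 3 of the new ones, and 399 of the sequences aligned with an offset of 0. Of the smRNAs that aligned with an offset of 0, 366 were pot-miRNAs, and 173 of these 366 were related to a known miRNA in sequence.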

Most of the TSSs were predicted to be targeted by multiple miRNAs; some were aligned to the predicted cleavage site, while others aligned at positions without a corresponding degradome product (offset of +/− 1 to 3). This last group of miRNAs, which do not appear to cleave the mRNA may be present in different tissues to the target mRNA. Another explanation could be that the precise position of the miRNA binding site on the target mRNA is critical for efficient cleavage by RISC due to structural constraints. As the presence of multiple miRNAs raises some doubt about the validity of the mRNA target site, they were assigned to three groups (Figure 5). Category I included the ESTs only targeted by miRNAs with a perfect offset. Category II contains ESTs targeted by a majority of miRNAs with a perfect offset. Category-III contains the ESTs where the aligning miRNAs with a perfect offset were in the minority.

**Figure 5:**
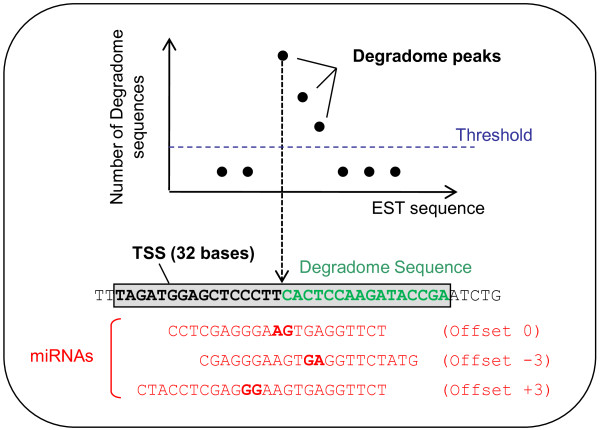
**Identification of miRNA regulated genes.** The degradome sequences were mapped to EST sequences. A threshold was determined for each EST based on the standard deviation from the average number of matching degradome sequences. Signatures with read numbers above the threshold were considered as degradome peaks and were used to determine Target Sequence Signatures (TSS). Each TSS was obtained from the EST by extracting the 32 nt sequence centred around the 5’end of a peak signature (cleavage site). The TSSs were used to search for miRNAs potentially responsible for the cleavage. The aligned miRNAs were regrouped depending on the offset (indicated in brackets) between their 10^th^ and 11^th^ nucleotide (bold characters) and the cleavage site. The targets were assigned to one of the three categories (Cat-I, II or III) depending on the number and offset distribution of the matching miRNAs.

Among the 96 potential miRNA targets, we found 17 targets of known miRNAs and three targets of new miRNAs (hvu-miR6005, hvu-miR6001, hvu-miR5071b) (Table 4, Additional file 4). 

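The share of the window's tags that started at the cleavage position was compared between the TSSs with a known miRNA in their list and those with pot-miRNAs only. The median share was 96.1% over the 16 distinct TSSs with a known miRNA and 55.8% over the 76 with pot-miRNAs only, a difference of 40.3 percentage points (permutation test, two-sided, 100000 permutations, p = 5e-05). TSSs are not replicate samples, and the test compares the 2 lists only. The share was at least 90% for 12 of the 16 and for 10 of the 76. Restricting the window to the 13 positions whose whole tag lies in the TSS moved the difference most, to 26.2 percentage points (permutation test, p = 0.0240). The first grouping looked at counted only known miRNAs with an offset of 0, and the grouping by any listed offset replaced it after those values had been seen. The 16 include the OsMLA10-like site (U21_18842), which Table 4 counts among the targets of new miRNAs. They also include the ABI3 site (U21_11104, 91.7%) by the name hvu-miR516 only, since the 23 nt smRNA so named in Additional file 4 differs from the 21 nt hvu-miR516 of Additional file 2. In alternatives added after seeing the data, the grouping of Table 4 gave a difference of 38.4 percentage points over 15 TSSs (permutation test, p = 0.00034), and known miRNAs matched by sequence gave 42.3 percentage points over 15 TSSs (permutation test, p = 9e-05). With an offset of 0 only, the median was 100% over 12 TSSs and the difference 44.2 percentage points (permutation test, p = 8e-05). For the 3 targets of new miRNAs the median share was 82.7%. By category of confidence, the median share was 92.7% for the 16 ESTs of category I, 66.8% for the 24 of category II and 56.5% for the 56 of category III.

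**Figure D2:**
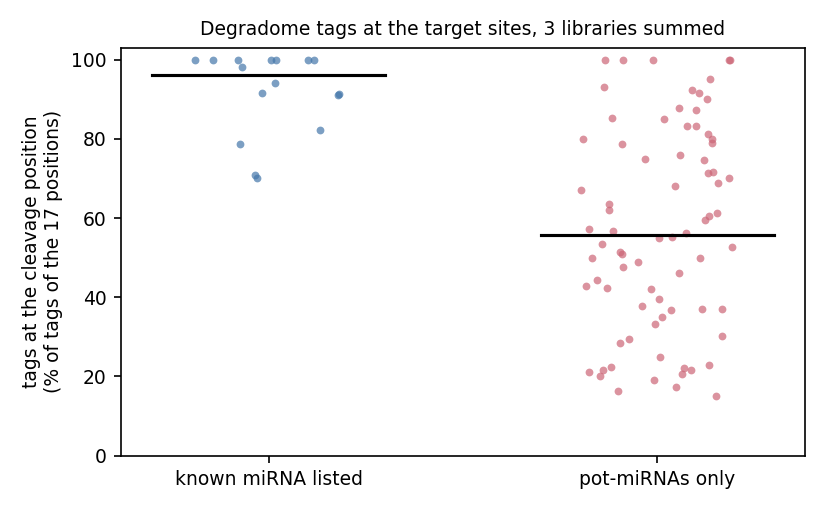
Share of degradome tags of the 17 window positions that started at the cleavage position (%), for TSSs with a known miRNA listed (16) and with pot-miRNAs only (76). Each point is 1 TSS with the 3 libraries summed, and the line is the median, 96.1% and 55.8%.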

The cleavage of three targets of known miRNAs was verified by RLM-5’RACE (Additional file 5). The pot-miRNAs identified in this analysis included many homologs of known miRNA families that varied in sequence and length to previously identified sequences (e.g. 71 miR156 homologs and 24 miR168 homologs). 

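Among the listed smRNAs, 116 aligned with a miR156 sequence over at least 17 nt with up to 2 mismatches and ends shifted by up to 3 nt. Of these, 27 had no mismatch and differed only in their ends, 86 had 1 mismatch and 3 had 2. They held 8351 reads, 5.36% of the reads of the known miR156 sequences. For miR168, 30 homologs were counted in the same way, 7 without a mismatch, 19 with 1 and 4 with 2, and they held 4079 reads or 1.57% of those of the known miR168 sequences.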

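The listed homologs that differ from a known miRNA by 1 base were compared with that miRNA, the parent, in the 3 libraries. Of 100 homologs with at least 10 reads and a parent with at least 1000, 85 kept a ratio to the parent that did not change between the libraries at p under 0.05 in a chi-square test of the reads (95% interval 76.7 to 90.7%), and 91 after Benjamini-Hochberg adjustment. Most of the 100 had too few reads to show a change: of the 19 with at least 100 reads, 9 changed at p under 0.05, and of the 81 with fewer reads 6 did. The homologs had a median of 0.0529% of the reads of the parent and at most 0.703%. For miR156 the ratio was unchanged for 42 of 52 homologs and for miR168 for 12 of 15. An exception, picked after its values were seen, was TGACAGAAGAGAGTGAGCAA, which differs from hvu-miR156a by C20A (position from 1 at the 5′ end of the miRNA). It had 0.186% of the parent's reads in stage A, 0.330% in stage B and 0.954% in stage C.

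**Figure D3:**
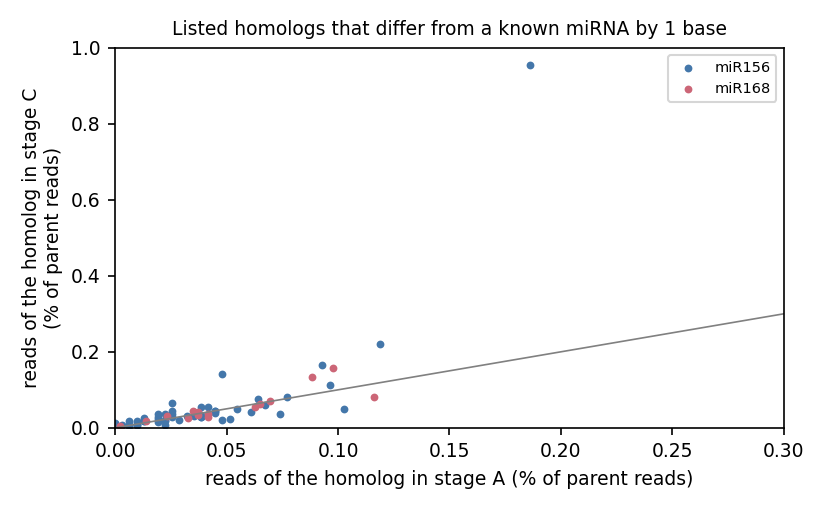
Reads of the listed homologs of miR156 and miR168 that differ by 1 base from a known miRNA, as a percentage of the reads of that miRNA in stage A (horizontal) and stage C (vertical). Each point is 1 homolog and the line marks equal percentages, and the point farthest above the line is TGACAGAAGAGAGTGAGCAA at 0.954% in stage C.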

In the absence of complete genomic sequence data it is not possible to determine whether these represent genuine additional family members or errors from library construction and sequencing. 

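The 27 miR156 homologs and 7 miR168 homologs without a mismatch, which differ from a known miRNA only at their ends, held 3898 and 1972 reads. The most abundant were CTGACAGAAGAGAGTGAGCAC with 2480 reads and TCGCTTGGTGCAGATCGGGA with 1663 reads. Over the 84 known miRNAs, the reads that begin with the same 18 nt were 20 to 22 nt long for a median of 99.02%. Over the 366 pot-miRNAs with an offset of 0 the median was 94.1%, a difference of 4.89 percentage points that did not pass p = 0.05 (permutation test, two-sided, p = 0.0690). Leaving out the 173 pot-miRNAs related to a known miRNA, a choice made after seeing the data, moved this most and gave a median of 43.0% for the remaining 193 (permutation test, p = 1e-05, the smallest the permutations can give).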

The presence of large numbers of these alternate length sequences for some miRNA families suggests that there may be differential processing of the pri-miRNAs or later processing of the terminal nucleotides.

**Table 4:** Distribution of the potential miRNA targets by categories

**CATEGORIES**	**I**	**II**	**III**
Targets of pot-miRNAs	4	20	52
Targets of new miRNAs	1	2	
Targets of known miRNAs	11	2	4
Subtotal	16	24	56
Total	96		

The targets correspond to barley ESTs potentially regulated by miRNA mediated cleavage. The categories refer to a level of confidence based on the distribution of the smRNAs predicted to bind the target site (see Results and Discussion). The known miRNAs are those identified in previous studies, the new miRNAs are smRNAs for which we identified a pri-miRNA and the pot-miRNAs refer to the remaining set of 19–23 nt smRNAs matching to a TSS (Figure 1). Note that targets of known and new miRNAs may also be targeted by pot- miRNAs.

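Of the 1013 listed smRNAs, 801 (79.1%) were listed for 1 EST, 155 for 2, 46 for 3 and 11 for 4. Those listed for 1 EST held 72761 reads in stage A, 153011 in stage B and 130220 in stage C. The smRNAs listed for 2 to 4 ESTs held 46298, 86468 and 84986 reads.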

The degradome analysis revealed that most miRNAs target only one EST with a smaller group targeting 2 to 4 different ESTs, which are usually members of the same gene family, (e.g. ARFs, CBFs and SPLs; Additional file 4). This is in contrast to an average of 10 ESTs bioinformatically predicted as targets for each miRNA (data not shown). One obvious reason for not detecting target mRNA cleavage is that expression of the miRNA and mRNA may not overlap. Published microarray data [45,52] shows that a majority of the genes predicted to be regulated by a slicing mechanism are expressed during seed development (data not shown) however this does not preclude the non-overlapping expression of miRNA and target in the same cell types. In addition we found four sliced targets in our dataset that were predicted to be regulated through a translational repression mechanism only (Additional file 4). 

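The 4 ESTs whose listed smRNAs were all predicted to act on translation were U21_10053 (aldose reductase), U21_38197 (oxysterol-binding protein), U21_40651 (EAP30/Vps36 family protein) and U21_53205 (tubulin alpha-2 chain). U21_10053 had 6 tags at the cleavage position and U21_38197 had 4, all in stage B. These were 100% and 80.0% of their windows, which held only 6 and 5 tags. U21_40651 had 26 tags in stage A, 19 in stage B and 4 in stage C, 46.2% of the tags of its window. U21_53205 had 157, 71 and 55 tags, 20.7% of its window. With only the smRNAs at an offset of 0 counted, all were predicted to act on translation for 24 of the 96 ESTs. These 24 include the 4 above and the ACC oxidase (U21_22467).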

Our observations suggest that there are inadequacies in the algorithms currently used to predict miRNA targets, hence experimental verification is required to confirm these predictions *in planta*.

### miRNA regulation during seed development

The early development of the grain is controlled by a complex interaction of signalling and gene regulation networks to allow the proper expansion and specialisation of the different tissues that will constitute the mature grain. Based on our combined analysis of smRNA and degradome data we identified 96 genes likely to be miRNA regulated (by cleavage) during the first 15 DPA of seed development. Using annotated sequences from barley, wheat, rice and *Arabidopsis*, we found significant homology to an annotated gene for 77 of the miRNA target genes. Based on sequence homology these genes are predicted to encode a wide range of protein functions, including transcription factors, kinases, oxidoreductases, hydrolases, transferases, receptors and transporters (Additional file 4). We performed an ontology analysis of these targets and compared it to a set of over 8000 ESTs previously detected in the seed and annotated by Sreenivasulu *et al.* (Figure 6) [45]. Enrichment of GO terms was declared statistically significant if they met the criteria of P < = 0.01 using a hypergeometric one-tailed test with correction for multiple testing (Benjamini-Hochberg). This analysis shows that in the barley grain, miRNAs target a significantly higher percentage of genes annotated in the hormone signalling pathways, RNA cellular processes (which includes transcription factors) and energy mobilization categories.

**Figure 6:**
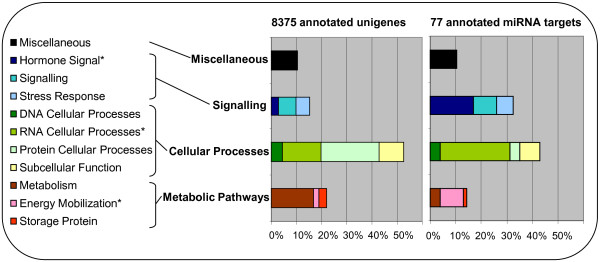
**Ontology of 77 miRNA targets*versus*8375 genes expressed in the seed.** Functional distribution of 8375 unigenes expressed in the seed and previously annotated [45] and 77 potential miRNA targets. The histograms present the percentage of genes involved in 11 biological processes that were grouped into 4 classes. *Categories significantly enriched (P < =0.01) in the miRNA target gene set based on a hypergeometric one-tailed test with correction for multiple testing (Benjamini-Hochberg).

Using our data, the variation of mature miRNA abundance was compared to that of the cognate degradation products across the three stages of grain development. The detection of mRNA cleavage products indicates that the expression domains of the miRNA and target gene are at least partially overlapping. The more the miRNA and its target are expressed, the more degradation products should be generated. The following paragraphs highlight what we think are the more interesting data based on the function of the targets. Since it is impossible to distinguish which one of the miRNAs (if not all) are present and functional in the same tissue as the target, all miRNAs with zero offset to the cleavage site were considered. The number of distinct miRNAs and the sum of their reads for each library is summarised in Table 5. 

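Over the smRNAs of Table 5 and of the other listed targets, the RPM of 1293 listed pairs of smRNA and EST were compared with the table of reads, and 176 of the values rested on 0 reads. The sites of ferredoxin held the most tags among the targets, with 2787 reads in stage A, 3434 in stage B and 2133 in stage C. At 26 sites all the tags came from 1 library, 9 in stage A, 12 in stage B and 5 in stage C, with 4 to 67 reads and a median of 11. Among all degradome tags with the same numbers of reads, 48.5% had their reads in 1 library only, against 0.402% for random sampling of the reads.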

As noted above, related miRNAs tend to have similar expression profiles and thus the sum of their reads is a good indication of their individual expression patterns.

**Table 5:** Potential miRNA target genes regulated during barley seed development

**EST**					**smRNAs with perfect offset**					**Degradome**		
**ID**	**Closest homolog**	**Sp.**	**E-score**	**Cat.**	**Family**	**nb**	**RPM-A**	**RPM-B**	**RPM-C**	**RPM-A**	**RPM-B**	**RPM-C**
	*Transcription factors*											
U21_18652	APETALA2-like protein	tae	0.E + 00	I	miR172	3	14.78	58.87	58.84	1.64	0.63	0.36
U21_19162	CBF (NF-YA2 homolog)	osa	8.E-80	I	miR169	2	4.10	1.49	0.78	1.02	0.30	1.60
U21_13817	CBF (NF-YA5 homolog)	osa	4.E-29	I	miR169	4	7.66	5.54	5.68	3.84	1.16	0.71
U21_8533	CBF (NF-YA9 homolog)	tae	5.E-40	II	miR169	2	4.10	1.49	0.78	7.38	2.41	3.48
U21_9757	NAC	osa	1.E-126	I	miR164	20	324.78	560.70	314.03	0.72	0.83	0.82
U21_3667	GAMyb protein	hvu	0.E + 00	I	miR159	5	6.44	4.46	3.35	6.07	6.84	2.28
U21_18637	SPL16	osa	6.E-83	I	miR156	77	4418.37	8965.97	7953.70	1.48	0.03	0.21
U21_19856	SPL18	osa	2.E-52	I	miR156	77	4418.37	8965.97	7953.70	2.00	1.06	0.14
U21_13717	DOF1	tae	1.E-154	II	**pot-miRNA**	3	25.59	29.03	35.61	0.39	0.00	0.00
	*Chloroplast functions*											
U21_4432	RNP-A, chloroplastic	osa	1.E-112	II	**pot-miRNA**	1	1.37	1.08	0.77	1.18	0.17	0.00
U21_495	Carbonic anhydrase, chloro.	osa	1.E-115	III	**pot-miRNA**	1	1.64	1.08	1.16	0.26	0.40	1.56
U21_40749	Chlorophyll a-b binding prot.	tae	3.E-40	II	**pot-miRNA**	3	3.28	1.22	1.55	0.00	0.40	0.00
U21_1307	Ferredoxin, chloroplastic	tae	1.E-54	III	**pot-miRNA**	2	2.33	1.08	1.03	91.01	112.87	75.62
U21_6135	PGlcT	ath	9.E-40	I	**pot-miRNA**	1	0.41	0.68	0.10	0.53	8.32	8.46
	*Phytohormone signalling*											
U21_11104	VP1/ABI3	osa	4E-90	III	miR516	2	2.05	6.08	6.19	0.00	0.00	0.78
U21_48909	ABI8	tae	1E-71	III	**pot-miRNA**	5	15.06	15.53	22.71	0.00	0.20	0.00
U21_9888	GA 3-oxidase 1	hvu	0.E + 00	I	**pot-miRNA**	7	145.90	168.22	129.92	0.00	0.23	0.14
U21_9040	GID1	hvu	1E-133	II	**pot-miRNA**	8	3.83	37.94	114.57	0.49	0.07	0.00
U21_7409	TIR1	osa	9.E-231	III	miR393	1	0.14	0.81	0.90	3.64	4.26	2.52
U21_12845	ARF1 (AtARF6-like)	osa	1.E-119	I	miR167	37	1424.78	2234.51	2583.93	3.91	1.82	2.63
U21_8147	ARF2 (AtARF6-like)	osa	8.E-176	I	miR167	37	1424.78	2234.51	2583.93	3.91	1.82	2.63
U21_19718	ARF3 (AtARF6-like)	osa	1.E-116	I	miR167	37	1424.78	2234.51	2583.93	3.91	1.82	2.63
U21_1664	ARF4 (AtARF2-like)	osa	5.E-302	II	tasiR-ARFs	8	299.60	129.61	36.00	0.82	0.13	0.00
U21_19004	ARF5 (AtARF3-like)	osa	1E-56	II	tasiR-ARFs	8	299.60	129.61	36.00	0.26	0.20	0.00
U21_24760	ARF6 (AtARF3-like)	tae	1E-119	II	tasiR-ARFs	8	299.60	129.61	36.00	1.12	0.50	0.00
U21_26602	ARF7 (AtARF3-like)	tae	1E-124	III	tasiR-ARFs	3	49.68	14.18	4.39	3.25	0.43	0.64
U21_22467	ACC oxidase	osa	1E-24	II	**pot-miRNA**	1	2.05	2.16	0.90	0.00	0.17	0.00
	*Defence response*											
U21_18842	OsMLA10-like	osa	1E-47	I	miR5071	23	651.63	537.46	257.39	0.98	0.40	0.00
U21_23305	OsMLA1-like	osa	1E-72	III	**pot-miRNA**	4	35.31	28.76	22.19	3.97	0.86	1.17

List of 29 of the 96 potential miRNA targets identified in this study. The left part of the table shows ESTs predicted to be regulated through miRNA-mediated cleavage, their category of confidence (cat.), and their associated function according to homology with the closest annotated gene from one of the following species (sp.): *Hordeum vulgare* (hvu), *Triticum aestivum* (tae), *Oriza sativa* (osa) or *Arabidopsis thaliana* (ath). Genes are arranged by functional group indicated by the headings in the closest homolog column. The middle part of the table shows the number (nb) of smRNAs matching the target with a perfect offset, the sum of their reads (in RPM) in each library and to which family they belong (pot-miRNA indicates when no match was found to a known or new miRNA identified in this study). The right part shows the number of degradome sequences (in RPM) resulting from the cleavage. The grey boxes indicate when the number of reads was significantly higher than the threshold.

### Cell differentiation

Perhaps the best known function of the miRNA pathway is to control the cell fate through the regulation of transcription factor coding genes. 

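Degradome tags at the sites of these transcription factors were given as reads in stages A, B and C. The SPL sites, for which 77 miR156 sequences aligned with an offset of 0, had 45, 1 and 6 reads (U21_18637, SPL16) and 62, 32 and 4 reads (U21_19856, SPL18). The 77 sequences summed to 4418 RPM in stage A, 8966 RPM in stage B and 7953 RPM in stage C. The GAMyb site (U21_3667, miR159) had 185, 208 and 64 reads and the NAC site (U21_9757, miR164) 22, 25 and 23. The AP2-like site (U21_18652, miR172) had 50, 19 and 10 reads. At each of these 5 sites, 100% of the tags of the window started at the cleavage position. The site shared by ARF1, ARF2 and ARF3 (miR167) had 121, 55 and 74 reads, 91.2% of its window (95% interval 87.3 to 94.0). The CBF sites (miR169) had 31, 9 and 45 reads for NF-YA2, 117, 35 and 20 for NF-YA5, and 225, 73 and 98 for NF-YA9, which were 100%, 91.0% and 78.6% of their windows.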

We validated 11 conserved targets of six known miRNA families which code for transcription factors known to control key steps in plant development: miR156-*SPL* (2 genes), miR159-*Myb*, miR164-*NAC*, miR167-*ARF* (potentially 3 genes sharing the same degradome peak), miR169-*CBF* (3 genes) and miR172-*AP2like* (Table 5). We also found evidence for miRNA regulation of the DOF (DNA binding with one finger) plant specific transcription factor family. 

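Tags at the site of DOF1 (U21_13717) were 57.1% of the 21 tags in its window (95% interval 36.5 to 75.5). Its 3 pot-miRNAs summed to 25.6 RPM in stage A, 29.0 RPM in stage B and 35.6 RPM in stage C. The most abundant, GCAGATCTTGGTGGTAGTAG, had 584 reads. Of the 3069 reads that begin with the same 18 nt as these pot-miRNAs, 48.2% (46.5 to 50.0) were 20 to 22 nt long, and overlapping reads extended GCAGATCTTGGTGGTAGTAG to 60 nt.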

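The DOF1 site had 12 reads in stage A, which is 0.394 RPM (95% interval 0.225 to 0.688), and 0 reads in stages B and C. The value in stage A was 3.69-fold above the larger limit of a count of 0, and the site is among those with all their tags in a single library.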

Its expression seems to be restricted to the early development of the grain since degradation products were observed only during stage A (Table 5). DOFs are plant specific transcription factors known to play a critical role in growth and development [53]. In maize and finger millet, DOF proteins are thought to be involved in carbon metabolism and the accumulation of storage proteins [54,55]. In rice, RPBF (rice prolamin box binding factor) which contains a DOF domain, was shown to be involved in the regulation of endosperm expressed genes [56].

### Energy mobilization

The early development of the seed is associated with an elevated metabolic activity limited by energetic resources. Photosynthesis related genes are mainly expressed during the first 5 DPA within the pericarp tissue [43]. 

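The ferredoxin site (U21_1307) held 95.0% of the tags in its window (95% interval 94.6 to 95.5), and its 2 pot-miRNAs summed to 2.33 RPM in stage A, 1.08 RPM in stage B and 1.03 RPM in stage C. The carbonic anhydrase site (U21_495) had 8, 12 and 44 reads in stages A, B and C, 24.8% of its window (19.9 to 30.4). The ribonucleoprotein A site (U21_4432) had 36, 5 and 0 reads, 21.6% of its window (16.3 to 28.0). The chlorophyll a/b binding protein site (U21_40749) had 12 reads, all in stage B, 17.4% of its window (10.2 to 28.0), and 34 reads started 3 nt before it.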

Four of the potential miRNA targets (encoding a ferredoxin, a chlorophyll a/b binding protein, a carbonic anhydrase and a ribonuclear protein) are likely to be involved in chloroplast function. An EST coding for a PGlcT (Plastidic GlucoseTranslocator) homolog is also cleaved by a pot-miRNA during the early development of the grain. 

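The PGlcT site (U21_6135) held 78.6% of the 645 tags in its window (95% interval 75.3 to 81.6). Its single pot-miRNA with an offset of 0, GCTGATTTCGGAAACCACAT, had 3 reads in stage A, 5 in stage B and 0 in stage C, which allows up to 0.387 RPM. All 8 reads that share its first 18 nt were 20 nt long. Of the 45 reads that share its last 18 nt, 66.7% were 24 nt long, so that a fragment of a longer RNA is not excluded.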

PGlcT is involved in the export of stored starch into the cytoplasm at night [57]. The level of PGlcT degradation products in our dataset increases during grain development (Table 5) which correlates with a previous observation in rice that expression of a PGlcT homolog gene increases in the endosperm during the first 15 DPA [58].

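Tags at the PGlcT site were 16 in stage A (0.525 RPM), 253 in stage B (8.35 RPM) and 238 in stage C (8.46 RPM). The rise was between stages A and B.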

### Signalling pathways

The control of seed development involves a cross-talk between three key phytohormones: ABA, GA and auxin, which are tightly linked to the master regulators LEC1/AFL (LEC1: Leafy Cotyledon1 and AFL - referring to B3 domain factors: ABI3, FUS3 and LEC2) that govern many seed-specific traits, such as embryogenesis, grain filling, desiccation tolerance, and dormancy induction [59-62].

Auxin concentration together with other local factors, contributes to cell differentiation and specification of cell fate [63,64] and is known to be involved in embryo patterning [65]. In *Arabidopsis*, the auxin signal is tightly linked to the miRNA pathway, with four conserved miRNA families (miR160, miR167, miR390 and miR393) regulating the auxin receptor *TIR1* (*Transport Inhibitor Response1*) and different subgroups of *ARF* (*Auxin Response Factor*) genes [9,66-71]. 

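Degradome tags at these sites had the following reads in stages A, B and C. The TIR1 homolog (U21_7409) had 111, 131 and 71 reads, 70.8% of its window (95% interval 66.4 to 74.9). ARF4 (U21_1664) had 25, 4 and 0 reads, ARF5 (U21_19004) 8, 6 and 0, and ARF6 (U21_24760) 34, 15 and 0. ARF7 (U21_26602) had 99, 13 and 18 reads. The cleavage position held 52.7% of the window for ARF4, 70.0% for ARF5, 92.5% for ARF6 and 85.0% for ARF7.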

We identified a *TIR1 homolog* and 7 *ARF* genes potentially regulated by miRNAs and tasiRNAs during seed development (Table 5). 

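The miR393 sequence that aligned with the TIR1 site at an offset of 0, hvu-miR393b, had 1 read in stage A, 6 in stage B and 7 in stage C. Hvu-miR393a, the other member found, had 60, 413 and 417 reads. The 37 miR167 sequences with an offset of 0 at the site shared by ARF1, ARF2 and ARF3 summed to 1425 RPM in stage A, 2235 RPM in stage B and 2584 RPM in stage C.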

Our data shows that in the barley grain the regulation of *TIR1* and potentially 3 *ARF* genes (the same degradome peak matches three distinct ESTs) by the miR393 and miR167 families is conserved. 

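Hvu-miR167a had 863 RPM in stage A (95% interval 842 to 884), 723 RPM in stage B and 540 RPM in stage C, and hvu-miR167d had 478 RPM, 1339 RPM and 1897 RPM. From stage A to C the log2 ratio was -0.67 for hvu-miR167a and 1.99 for hvu-miR167d (pseudocount 0.5 RPM). The reads of hvu-miR167a differed between libraries A and C beyond sampling noise (exact conditional binomial test, two-sided, adjusted p = 5.3e-58).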

We noticed that hvu-miR167a and d, which are the highest expressed members in this family, show a reciprocal accumulation pattern which could suggest they are expressed in different tissues where they differentially regulate the same target genes (Additional file 4). We also identified smRNAs homologous to the tasiR-ARFs which regulate four *ARFs* (*ARF 4/5/6/7*). 

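The 8 smRNAs with an offset of 0 at the ARF4, ARF5 and ARF6 sites, of which TCTTGACCTTGTAAGACCCAA with 3297 reads was the most abundant, summed to 299.6 RPM in stage A, 130 RPM in stage B and 36.0 RPM in stage C. The 3 smRNAs with an offset of 0 at the ARF7 site summed to 49.7, 14.2 and 4.39 RPM. Of the 3471 reads that begin with the same 18 nt as the 8 smRNAs, 99.5% (95% interval 99.3 to 99.7) were 20 to 22 nt long.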

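Hvu-miR390 had 20.9 RPM in stage A (95% interval 17.9 to 24.5), 4.32 RPM in stage B (3.06 to 6.10) and 3.23 RPM in stage C (2.18 to 4.76). With 3 stages and 1 library each, no correlation between hvu-miR390 and the tasiR-ARF homologs was computed.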

The accumulation of these smRNAs correlates with hvu-miR390 which gradually decreases in abundance from stage A to C (Table 5, Additional file 2), suggesting that, as in *Arabidopsis*, the production of the tasiR-ARFs requires miR390-mediated cleavage.

The antagonistic role of GA and ABA in the control of the switch between dormancy and germination is a well known mechanism; however the function of these hormones during the early stages of seed development remains unclear. Our data suggest that there is miRNA regulation of ABA and GA signalling during the early stages of grain development, with degradome analysis identifying two *ABA-Insensitive* homolog genes (*ABI3* and *ABI8*), a *GA3oxidase1* and a homolog of the GA receptor *GID1* (*Gibberellin Insensitive Dwarf1*) as targets of miRNAs or pot-miRNAs (Table 5). 

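The ABI8 site (U21_48909) had 6 reads, all in stage B, 28.6% of its window (95% interval 13.8 to 50.0), and 15 reads started 2 nt before it. Its 5 pot-miRNAs summed to 15.1 RPM in stage A, 15.5 RPM in stage B and 22.7 RPM in stage C, and they lie in the same extended sequence as GCAGATCTTGGTGGTAGTAG, the pot-miRNA of DOF1. The GA3oxidase1 site (U21_9888) held 55.0% of the 20 tags in its window (34.2 to 74.2). The GID1 site (U21_9040) held 39.5% of 43 tags (26.4 to 54.4) and the ABI3 site (U21_11104) 91.7% of 24 tags (74.2 to 97.7).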

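The 2 smRNAs listed with an offset of 0 at the ABI3 site (U21_11104) had 15 reads in stage A, 45 in stage B and 48 in stage C. The more abundant was ACATAGCAAGGATTGACAGA with 68 reads. Of the reads that begin with the same 18 nt as these 2, 50.0% (95% interval 47.1 to 52.9) were 20 to 22 nt long. Of the 1744 reads that share their last 18 nt, 24.1% (22.1 to 26.1) were. Overlapping reads extended ACATAGCAAGGATTGACAGA to 53 nt, so that fragments of a longer RNA are not excluded. Additional file 4 lists 21 smRNAs for this EST, the others at an offset of 1 to 3 nt. The one named hvu-miR516 there is 23 nt long and differs from the 21 nt hvu-miR516 of Additional file 2.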

*ABI3* is cleaved with a perfect offset by 2 members of the grass specific miRNA family hvu-miR516. 

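Tags at the ABI3 site were 22 in stage C, which is 0.782 RPM (95% interval 0.517 to 1.18), and 0 in stages A and B, so that the value in stage C was 7.89-fold above the larger limit there. The summed abundance of its smRNAs with an offset of 0 was 2.05 RPM in stage A, 6.08 RPM in stage B and 6.19 RPM in stage C. Over the 21 smRNAs listed at any offset it was 335 RPM, 266 RPM and 119 RPM.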

Degradation products of *ABI3* only accumulate during stage C whereas the corresponding miRNAs are expressed earlier. In contrast, the cleavage of *GID1* mostly occurs during early stages while the cognate pot-miRNAs accumulate in later stages. This suggests that in both cases the miRNAs could act to prevent leakage in target gene expression, ensuring that *GID1* function is restricted to early stages and *ABI3* to later stages. These data support the current belief that GA is required during early embryogenesis but its function is repressed in later phases when a higher ABA/GA balance is needed for the proper maturation of the grain. This also correlates with the observation that the late presence of GA may inhibit embryogenic cell differentiation [72].

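The GID1 site had 15 reads in stage A, 2 in stage B and 0 in stage C. Its 8 pot-miRNAs had 28, 281 and 888 reads, or 3.83, 37.9 and 115 RPM, a rise of 29.9-fold from stage A to C. All 8 end in CCA, and of the 11013 reads that share their last 18 nt, 46.5% (95% interval 45.6 to 47.5) were 20 to 22 nt long. Of the 1230 reads that share their first 18 nt, 92.3% (90.6 to 93.6) were. The most abundant was GTTCCCCGGCAACGGCGCCA with 1001 reads, and overlapping reads did not extend it beyond its own 20 nt.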

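The ACC oxidase site (U21_22467) had 5 reads in stage B, which is 0.165 RPM (95% interval 0.0705 to 0.387), and 0 in stages A and C, where a count of 0 allows up to 0.107 RPM. That limit lies within the interval, and the site is among those with all their tags in a single library. The cleavage position held 83.3% of the 6 tags in its window (95% interval 43.6 to 97.0). Its pot-miRNA with an offset of 0, AAAGATGCGTTGGAGAGCAT, had 15 reads in stage A, 16 in stage B and 7 in stage C. Of the 42 reads that share its first 18 nt, 90.5% were 20 nt long. Of the 1598 reads that share its last 18 nt, 84.9% were 24 nt long, so that a fragment of a longer RNA is not excluded.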

Our data also suggest that there is miRNA regulation of ethylene responses with an *ACC* oxidase homolog cleaved by a pot-miRNA during the early maturation phase. Along with ABA, ethylene is thought to play a major role in the development of the endosperm by affecting grain filling and the timing of programmed cell death (PCD) [44,46].

### Defence response

Plants recognize many pathogens through the action of a diverse family of R genes, whose protein products are necessary for the direct or indirect recognition of pathogen avirulence (avr) proteins in order to initiate the defence response. In addition to their role in defence responses, R genes may be involved in the regulation of developmental processes in *Arabidopsis* and rice [73,74].

In barley, the R gene *MLA10* acts as a receptor of fungal infection by recognising avirulence proteins and confers resistance against the powdery mildew fungus [75,76]. In wheat the expression of several miRNAs is responsive to powdery mildew infection, suggesting that the miRNA pathway could be involved in triggering the defence response [77,78]. 

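The OsMLA1-like site (U21_23305) had 122 reads in stage A, 26 in stage B and 33 in stage C, and the cleavage position held 100% of its window (95% interval 97.9 to 100). Its 4 pot-miRNAs summed to 35.3, 28.8 and 22.2 RPM in the same order, and of the 1746 reads that begin with the same 18 nt, 52.2% (49.8 to 54.5) were 20 to 22 nt long. The OsMLA10-like site (U21_18842) held 100% of its window as well (91.6 to 100). Its 23 smRNAs with an offset of 0 summed to 652 RPM in stage A, 537 RPM in stage B and 257 RPM in stage C. The most abundant was TCAAGCATCATGTCATGGACA with 6498 reads, and 99.7% of the 10821 reads that begin with the same 18 nt were 20 to 22 nt long.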

Our degradome analysis indicates that two *HvMLA* genes homologous to the rice *MLA1* and *MLA10* genes are cleaved by miRNAs or pot-miRNAs (Table 5).

### Further investigation of *OsMLA10-like* and *GA3oxidase1* regulation

The impact of regulation by a miRNA depends on the relative spatio-temporal accumulation of the miRNA and the target mRNA. In this study, we focused on investigating miRNA regulation at three consecutive stages of grain development. Since the tissues that will constitute the mature grain are not formed during the early stages, we used the whole caryopsis to be able to compare the abundance of the mature miRNAs and the degradation of their targets between the samples. Consequently, further investigation of the function of a miRNA cleavage identified in our analysis requires further assessment of the tissue specificity of both miRNA and target mRNA expression.

To illustrate this, the regulation of two category-I targets, *OsMLA10-like* and *GA3oxidase1*, and their associated miRNAs was investigated. The abundance of both miRNAs and targets were quantified in embryo, endosperm and pericarp tissues dissected from the caryopsis at stage C (Figure 7). For *OsMLA10-like* in these tissues, the corresponding miRNAs (which belong to the miR5071 family) are mostly detected in the embryo and pericarp whereas *OsMLA10-like* expression is higher in the endosperm. The degradation products detected during earlier stages suggest that *OsMLA10-like* transcription was initially higher and that the function of the miRNA was to inhibit its expression in the embryo and pericarp. In contrast, the pot-miRNAs targeting the *GA3oxidase1* gene predominantly accumulate in the endosperm where the target is also actively transcribed. 

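Tags at the OsMLA10-like site were 30 in stage A (0.985 RPM), 12 in stage B (0.396 RPM) and 0 in stage C, where the count allows up to 0.107 RPM.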

According to the degradome data, the *GA3ox1* probably starts to be expressed during stage B when the first cleavage products can be detected. 

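Tags at the GA3oxidase1 site were 0 in stage A, 7 in stage B (0.231 RPM) and 4 in stage C (0.142 RPM). The count in stage A allows up to 0.0985 RPM. The 7 pot-miRNAs of this site summed to 146 RPM in stage A, 168 RPM in stage B and 130 RPM in stage C, and 3200 of their 3319 reads belonged to the 19 nt sequence GCGCCTGTAGCTCAGTGGA.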

The role of the miRNA(s) may be to modulate level of *GA3ox1* transcripts and consequently prevent excess GA accumulation in the endosperm. These two examples highlight the complexity of multilayer gene regulations and the requirement for complementary studies in order to analyse how, where and when a gene is regulated.

**Figure 7:**
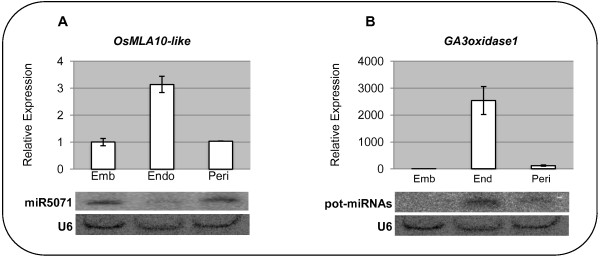
**Tissue specificity of*OsMLA10-like, GA3oxidase1*and their respective miRNAs.** Upper panels show the quantification by RT-qPCR of the mRNA levels of: **A**. *OsMLA10-like* and **B**. *GA3oxidase1*, in different caryopsis tissues (embryo, endosperm, pericarp). The values presented are an average of 3 biological replicates. Lower panels show the detection by northern blot of the corresponding miRNAs. Tissues were harvested during stage C (11–15 DPA). U6 was used as loading control for small RNA blots.

## Conclusion

The data we have generated provides a comprehensive source of information about the timing of miRNA regulation during grain development. 

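Over the 18 targets with a known miRNA in their list, tags at the cleavage positions summed to 46.1 RPM in stage A, 32.1 RPM in stage B and 24.1 RPM in stage C, each distinct site counted once. Of their 16 distinct sites, 9 were highest in stage A, 4 in stage B and 3 in stage C. Over the 76 targets of pot-miRNAs only, 33 sites were highest in stage A, 24 in stage B and 19 in stage C, and the tags summed to 165, 222 and 194 RPM. Without the ferredoxin site, these last sums were 74.0, 109 and 118 RPM. Of these, the beta-galactosidase site (U21_9761) held 0.525, 32.3 and 46.3 RPM, so that the excess of stages B and C over stage A rested mainly on it.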

Regulation by miRNAs peaks during the transition phase (5–10 DPA) which correlates with the timing of a major change in transcript profiles. The 96 potential miRNA target genes we identified are predicted to be involved in various functions including photosynthesis, carbohydrate translocation, phytohormone signalling, cell differentiation and defence response. Our data suggest an upstream function of the miRNAs in coordinating tissue specification and energy mobilization to ensure proper growth and development of the grain.

As increasing amounts of genome sequence data become available our data can be re-examined to identify more miRNA precursors and refine the predictions of which genes are under miRNA regulation. The analysis of the biological roles of miRNAs in cereals currently depends on transgenic approaches; however the identification of miRNA resistant target mRNAs that give rise to altered phenotypes in rice and barley [34,35,38] suggests that the use of high-throughput methods to identify sequence changes leading to miRNA-resistant targets will allow assessment of the roles of other miRNAs.

## Methods

### Biological material

Barley (*Hordeum vulgare*) plants were grown in naturally lit phytotron glasshouses with air temperature set at 17°C/9°C day/night cycle. The plants were grown from October to December when the time of anthesis was determined for each head based on the dissection of the middle spikelet. Immature grains were harvested from the middle six rows of the head at 1 to 15 Days Post Anthesis (DPA). Total RNA was extracted from 100 mg of seeds from each DPA (which correspond to ~50 seeds at 1 DPA and 2 seed at 15 DPA) using the following method. Whole caryopsis was ground in a mortar using liquid nitrogen. 1.2 mL of NTES buffer [NaCL 100 mM, Tris-pH8.0, 10 mM, EDTA 1 mM, 1%(w/v) SDS] and 1.6 mL of phenol:chloroform:isoamyl alcohol [25:24:1] were added in the mortar and grinding continued until tissue was thawed. The extract was centrifuged 5 min at 12,000 rpm. The supernatant was precipitated by adding 1/10 vol of 3 M NaOAc and 2.5 vol of 100% ethanol and incubating at −20°C overnight. The extract was centrifuged 20 min at 4°C and 12,000 rpm. The pellet was washed in 75% ethanol, centrifuged 5 min at maximum speed, dried for 1 min at room temperature and resuspended into 50 μl of RNAse-free water. Samples were DNase treated using RQ1 DNase from Promega for 20 min at 37°C followed by a phenol:chloroform extraction and a second ethanol precipitation. Total RNA extracts were resuspended into 50 μL of RNAse-free water and the quality was determined using a Nanodrop spectrophotometer and agarose gel electrophoresis. An equal quantity of each RNA extract was pooled to constitute the following three samples: A (RNA extracts 1, 2, 3, 4, 5 DPA), B (RNA extracts 6, 7, 8, 9, 10 DPA), and C (RNA extracts 11, 12, 13, 14, 15 DPA).

### Construction and analysis of smRNA libraries

To determine the smRNA populations present in samples A, B and C, 60 μg of total RNAs were used to prepare libraries for Illumina sequencing (http://www.geneworks.com.au). A custom script was used to trim reads of 3’ adapter sequences and then to pool identical reads to create a non-redundant sequences (=signatures) list. Sequences that were over 50% homopolymer or dinucleotide repeat were filtered out. Read counts for each sequence were normalised to reads per million of total sequenced (RPM). The diversity of the signatures present in the three libraries had a high number of singletons, over 80% (Table 1). To facilitate the analysis and build a level of confidence from the sequences cloned in the libraries, signatures were only considered that were 18 to 25 nucleotides in length and with a minimum expression of 1 RPM, representing 137,614 smRNAs. For identification of previously known miRNAs, signatures were checked for an exact match (in sequence and length) to a known miRNA present in miRBase [10] or recently in barley leaves [16]. To identify new miRNAs, the signatures of 19 to 23 nucleotides in length were kept and aligned to the HarvEST unigene set (release-21, http://www.harvest-web.org/) using SOAP [79]. Signatures with no more than 20 matching unigenes and with no match to a smear of overlapping smRNA sequences were kept. For near identical sequences aligning to the same location (for example, differing in length by a base or being offset by a base) only the sequence with the highest read count was retained. The miRNA precursors were searched by extracting the unigene sequence surrounding the aligned smRNAs and testing their potential to form a hairpin secondary structure using Vienna RNALFold (http://www.tbi.univie.ac.at/~ivo/RNA/). The smRNA signature was required to have no more than 4 mismatches against the complementary sequence in the hairpin structure and no more than 2 bulges. Considering that MIR genes may originate from the evolution of an inverted repeat element that initially can produce endogenous 24 nt-siRNAs [80,81], we kept the precursors sharing less than 70% homology within the pre-miRNA region to repeat elements in the Plant Repeat Databases [82]. smRNA which could be found in a stem of a potential miRNA precursor-like hairpin structure in the folded sequences were marked as new miRNAs. For the downstream analysis of miRNA target genes, the remaining 19–23 nt signatures with no more than 90% homology to a repeat element were kept (Plant Repeat Databases [82], Figure 1).

### Construction and analysis of degradome libraries

The mRNA degradome libraries were made as described by German *et al.*[83] using total RNA extract from the 3 samples A, B and C. In brief, for each sample, 200 μg of total RNA was used to purify messenger RNA using an mRNA purification kit (Stratagene #400806). A 5’-adaptor (5′-GUUCAGAGUUCUACAGUCCGAC-3′) was linked to the mRNA 5’CAP-less fragments and purified again using the mRNA purification kit. After reverse transcription using the RT-primer (5'-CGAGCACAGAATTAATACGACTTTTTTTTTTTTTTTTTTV-3'), the cDNAs were amplified through 7 PCR cycles using the primers P1 (5'-GTTCAGAGTTCTACAGTCCGAC-3') and P2 (5'-CGAGCACAGAATTAATACGACT-3'). Amplicons were digested by *Mme*I (New England Biolabs, #R0637S) and dephosphorylated by Shrimp Alkaline Phosphatase treatment (Roche #11758250001). Samples were run on a 12% polyacrylamide gel and the *Mme*I cleaved fragments corresponding to the 42 bp gel band were purified. Purified Products were ligated to a double stranded DNA adaptor (5'-P-TCGTATGCCGTCTTCTGCTTG-3' + 3'-NNAGCATACGGCAGAAGACGAAC-5') and purified on a second 12% polyacrylamide gel by extracting the 63 bp gel band. The DNA fragments were amplified by 21 PCR cycles using the primers P3 (5'-AATGATACGGCGACCACCGACAGGTT-CAGAGTTCTACAGTCCGA-3') and P4 (5'-CAAGCAGAAGACGGCATACGA-3'), and purified again on 12 % polyacrylamide gel by excising the 86 bp band. The purified amplicons, which constitute the degradome libraries, were sequenced using the Illumina platform.

As for the small RNA analysis, reads were trimmed, reduced to a non-redundant set, filtered for repetitive sequence and their read counts were normalised in read per million (RPM). For subsequent analysis, sequences of 21 nt in length were trimmed back to 20 nt, then only sequences of 20 nt in length and having at least 1 RPM were retained. Kanga (http://code.google.com/p/biokanga/) was used to align the 20 nt signatures to the HarvEST unigene sequences (release-21, http://www.harvest-web.org/). No mismatches were allowed in the alignment. For each matching EST the number of aligned degradome sequences at each position along the EST was investigated to identify signature peaks (Figure 5). Positions for which the number of aligned sequences exceeded the mean plus two standard deviations for a sample along an EST were retained. From each of these retained signature peaks, a 32 nt sequence was extracted from the EST, centred around the 5' end of the aligned signature, to constitute the Target Signature Sequence (TSS). To identify the smRNAs that could potentially bind to a TSS we used psRNAtarget (http://plantgrn.noble.org/psRNATarget). We ran the known miRNAs, new miRNAs and 19–23 nt smRNAs against the TSS with a maximum expectation of 5 and an hspsize (which is the length of the region used to score the complementarity between the miRNA and its target) equal to the length of the smRNA (to ensure that the entire sequence of the smRNA is considered by the scoring algorithm). We indicated the offset between the predicted cleavage site of the smRNA (position 10-11nt of the smRNA) and the detected cleavage site (center of the TSS, Figure 5), using the formula: offset = detected cleavage position on the EST - predicted cleavage position on the EST. For each TSS, we kept all smRNAs in a −3/+3 offset window. Since the smRNAs with a common 3’ end binding position on the EST share the same predicted cleavage site we considered them as one group and categorized the targets according to the offset distribution of these smRNA groups (Table 4). We categorized the targets as follows: category-I; the ESTs targeted by a unique smRNA group with a perfect offset (considered as unique when the smRNA group represented more than 97% of the total number of smRNAs predicted to bind to the TSS), category-II; the ESTs targeted by a majority of smRNAs with a perfect offset and category-III; the remaining ESTs targeted by a minority of smRNAs with a perfect offset.

### Quantitative RT-PCR

RT-PCR reactions were performed as previously described [40]. In brief, first-strand cDNA was synthesized using oligo(dT) primers and Super-Script III reverse transcriptase (Invitrogen). PCR reactions were performed on an AB 7900 HT Fast Real-Time PCR System (Applied Biosystems). 1.0 μL of 1:10 diluted template cDNA was used in a 10 μL reaction. The amplification program was: 1 cycle of 15" at 95°C, 35 cycles 15" at 95°C, 30" at 60°C, 30" at 72°C, and then followed by a thermal denaturing step. All primers pairs of the tested genes showed a similar amplification efficiency to the one used for the *ACTIN* gene which was used as reference. Relative transcript levels of biosynthesis were calculated with the ΔΔCt method (Applied Biosystems). Forward and Reverse primers: HvDCL1a F (AGAAGCCTTGACTGCTGCAT) and R (ATCAATTTCGCCCTCCTCTT); HvDCL1b F (GCCCCAAAAGTGCTATCTGA) and R (GCCCCGACATCTCCTTTAGT); HvDCL1c F (CGGCAGAAACAATTGATGAG) and R (CAAAGCTTCCTGTTGCACTG); GA3ox1 F (GCACTACCGCCACTTCTCTG) and R (CTCTCGGTGAGGTTGTGCTC); OsMLA10-like F (ATAAGATACGTCGTCTGTCCATG) and R (TCCAACACCCGCAGAGCATG).

### Northern blot analysis

Total RNA (40 μg) was separated on a denaturing 15% polyacryamide gel containing 7 M urea at 120 V for 2 hr. RNA was electrophoretically transferred to Zeta-probe GT membranes (BioRad) at 40 V for 90 min and fixed by UV crosslinking. Membranes were incubated in hybridization buffer [Na_2_PO_4_-pH7.2 125 mM, NaCl 250 mM, 7%(w/v) SDS, 50%(v/v) formamide] for 4 h at 42°C and then incubated in the presence of ^32^P-end-labeled oligonucleotide probes at 42°C overnight. Membranes were washed in [2X SSC, 0.2% SDS] at 42°C and radioactivity was detected using a Phosphorimager. Oligonucleotide probes: miR164-AS (5’-TGCACGTGCCCTGCTTCTCCA-3’), miR168-AS (5’-GTCCCGATCTGCACCAAGCGA-3’), miR390-AS (5’-GGCGCTATCCCTCCTGAGCTT-3’), miR-MLA10-AS (5’-GGTCCATGATATGATGC[45]TTGA-3’), miR-GA3ox1-AS (5’-TCCACTGAGCTACAGGCGC-3’).

### RLM-5’ RACE

RNA ligase-mediated 5′ rapid amplification of cDNA ends (RLM 5′-RACE) was performed using the GeneRacer kit (Invitrogen). The manufacturer’s protocol for 5’end analysis was followed with the exception of the 5’ de-capping step. In brief, total RNA was isolated from whole caryopsis tissues at 6–10 DPA and ligated to a 5’end RNA adaptor before being reverse transcribed using an oligo(dT) primer. The PCR reactions were performed using the following gene specific reverse primers: U21_3667-R (GGGGACTGCATGTACGGATC), U21_18637-R (GAGACGGTGCCGGTGGAAGCCT) and U21_9757-R (AGACATGCTCGGCACCACCTCACCA).

The small RNA and degradome sequence datasets have been deposited in the NCBI GEO database, accession GSE38755.

## Abbreviations

miRNA, microRNA; GA, Gibberellic acid; ABA, Abscisic acid; PARE, Parallel analysis of RNA ends; RACE, Rapid amplification of RNA ends; DCL, Dicer-like.

## Competing interests

The authors declare no competing financial interests.

## Authors’ contributions

JC designed the study, carried out experiments, analysed data and drafted the manuscript. AS analysed data. JT advised on data analysis. ZL helped design the study and draft the manuscript. CH designed the study and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Composition of the smallRNA and mRNA degradome libraries (Excel file).** Total number of sequences and signatures (unique sequences) for each length of cloned sequence found in smRNA and mRNA degradome libraries made from whole caryopsis tissue at the three developmental stages A (1–5 DPA), B (6–10 DPA) and C (11–15 DPA). Click here for file

Additional file 2 **List of the known miRNAs identified in the barley grain (Excel file).** List of the 84 previously identified miRNAs that were found in the barley grain. RPM-A/B/C shows their abundance in Read Per Million in the smRNA libraries made from whole caryopsis tissue at the three developmental stages A, B, C. The column "leaf" indicates if the miRNAs was found in barley leaf by Schreiber et al., 2011 [16]. The specificity of each miRNA was determined according to its conservation across the plant kingdom. miRNA homologs are shown in the last column using the nomenclature from miRBase, except for Hv-Sc-miRNA refering to miRNAs found by Schreiber et al., 2011 [16]. The number in brackets indicates the number of mismatches with the sequence found in our smRNA libraries. (XLS 48 kb) Click here for file

Additional file 3 **miRNA precursors sequences and MFOLD structures (Excel file).** List of the 15 pri-miRNAs identified in the harvEST dataset. The yellow boxes indicate the newly identified pri-miRNAs and mature miRNAs. RPM-A/B/C show the abundance of each miRNA (RPM) in the smRNA libraries made from whole caryopsis tissue at the three developmental stages A, B and C. miRNA* indicated a corresponding miRNA* found in the libraries. The columns "Start" and "End" show the position of the miRNA in the EST sequence. The predicted secondary structure of the pri-miRNA sequences were assessed using MFOLD (http://mfold.rna.albany.edu). The nucleotides corresponding to the miRNAs are shown in red and those corresponding to the miRNA* (if detected) are shown in blue. (XLS 53 kb) Click here for file

Additional file 4 **List of the potential miRNA target genes and their associated miRNAs (Excel file).** List of 96 potential miRNA targets regulated in the barley grain by 1013 miRNAs. Target information (left part of the table) includes the EST identity (ID); the category of confidence based on the smRNA distribution around the cleavage site; the proposed molecular and biological function according to homology with the closest annotated gene from one of the following species (sp.): Hordeum vulgare (hvu), Triticum aestivum (tae), Oryza sativa (osa) or Arabidopsis thaliana (ath). Degradome information (middle part of the table) shows the Target Sequence Signature (TSS) centered around the detected cleavage site; the number of corresponding mRNA degradation products (in Reads Per Million) found in the degradome libraries made from whole caryopsis tissue at the three developmental stages (A, B, C) with an "*" indicating when the degradome products were significantly higher than the threshold (threshold was calculated using the average number of reads of all degradome signatures matching to the EST plus two standard deviations (SD) for each sample); the total number of smRNAs matching the TSS. miRNA information (right part of the table) shows the length, sequence and number of reads of all smRNAs that can potentially bind to the TSS with a maximum score of 5 (note that the pot-miRNAs include all 19–23 nt smRNAs that can bind to the TSS, such as tasiRNAs); the number of target for each miRNA; the type of inhibition predicted by psRNAtarget. (XLS 692 kb) Click here for file

Additional file 5 **Results of RLM-5’RACE for three targets of known miRNAs.** The sequences correspond to the 36 bp TSS of each target; the base in green shows the 5’end position of the corresponding degradome signature. Numbers in red refer the ratio of 5’-RACE clones matching the site indicated by an arrow over the total number of clones sequenced. (PPT 134 kb) Click here for file

# Supplementary material for: miRNA regulation in the early development of barley seed
**Source:** BMC Plant Biol. 2012 Jul 28;12:120. doi: 10.1186/1471-2229-12-120
**Supplement:** Additional file 5 — Results of RLM-5’RACE for three targets of known miRNAs. The sequences correspond to the 36 bp TSS of each target; the base in green shows the 5’end position of the corresponding degradome signature. Numbers in red refer the ratio of 5’-RACE clones matching the site indicated by an arrow over the total number of clones sequenced.

## Slide 1
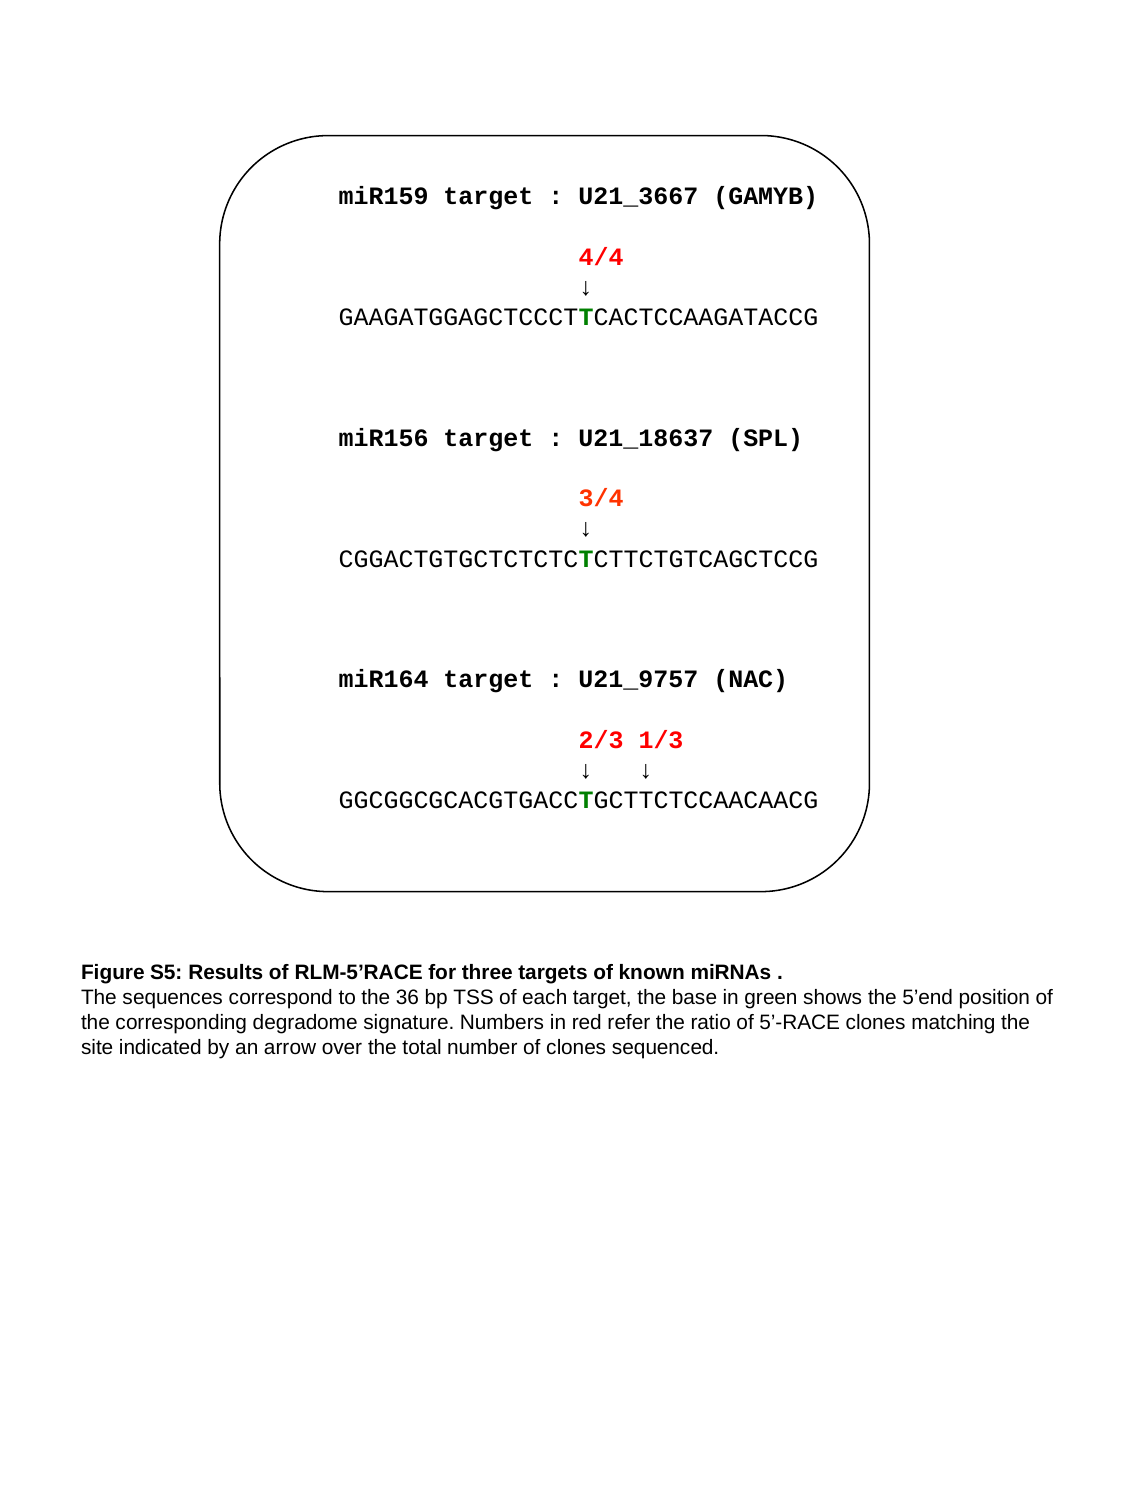

# miR159 target : U21_3667 (GAMYB)
 4/4
 ↓
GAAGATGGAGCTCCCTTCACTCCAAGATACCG
miR156 target : U21_18637 (SPL)
 3/4
 ↓
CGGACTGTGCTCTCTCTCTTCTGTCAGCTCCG
miR164 target : U21_9757 (NAC)
 2/3 1/3
 ↓ ↓
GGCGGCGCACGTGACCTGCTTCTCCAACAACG
Figure S5: Results of RLM-5’RACE for three targets of known miRNAs .
The sequences correspond to the 36 bp TSS of each target, the base in green shows the 5’end position of the corresponding degradome signature. Numbers in red refer the ratio of 5’-RACE clones matching the site indicated by an arrow over the total number of clones sequenced.

How the deposited data were processed for this re-analysis (not part of the article)

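The deposited data came from 6 libraries of whole barley caryopses, 1 smRNA library and 1 degradome library for each of stages A (1 to 5 DPA), B (6 to 10 DPA) and C (11 to 15 DPA). The stage of each library was taken from its sample title. With 1 library per stage and type there were no replicates, and no test between stages was made.

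The counts in both tables were made by the authors, who trimmed the adapters, pooled identical reads into signatures and removed sequences that were mostly a homopolymer or a dinucleotide repeat before the tables were deposited. The RPM values in both tables were computed by the authors from these counts as RPM of the total sequenced reads of the library, as deposited. Each deposited RPM equalled the count divided by a constant of the library, between 7306315 and 7750998 for smRNA and between 28128124 and 30467772 for the degradome. These constants are larger than the numbers of sequences in Additional file 1. In the degradome table the authors had shortened 21 nt tags to 20 nt. The minimum of 1 RPM and, for smRNA, the length range of 18 to 25 nt named in the methods had not been applied to the tables, which held single reads and smRNAs of 18 to 36 nt. No reads were aligned here.

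The depth was between 4977603 and 5439786 reads per smRNA library and between 27155958 and 29508917 tags per degradome library. In the smRNA libraries 1 read was 0.129 to 0.137 RPM, and in the degradome libraries 0.0328 to 0.0356 RPM. Shares have 95% Wilson intervals, and a count of 0 is given with the limit of 3 counts.

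Length shares used the reads in the table. Unique signatures were counted per library, and were also counted at equal depth by the expected number of signatures in a random draw without replacement. Known miRNAs were the 84 sequences of Additional file 2, found by exact match. A change between libraries was a 2-fold difference in RPM with a pseudocount of 0.5 RPM, among sequences with at least 5 RPM in either library. An exact conditional binomial test on the reads of 2 libraries, two-sided, with the reads in the table (not the RPM denominators) as library totals, with Benjamini-Hochberg adjustment over the 84 sequences, was an alternative. The pri-miRNAs were those of Additional file 3, and reads of 18 to 25 nt were matched to them without mismatches. The miRNA* sequences were read from the spacing of the pri-miRNA sequences there, since colours were not read.

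Target sites, their 32 nt TSSs and the smRNAs that align with them were taken from Additional file 4. Degradome tags of a site were all 20 nt tags that begin with nucleotides 17 to 32 of the TSS. The share of tags at the cleavage position was taken over the 17 positions from 16 nt before it up to it, with the 3 libraries summed, and its median was compared between groups of TSSs by a two-sided permutation test with 100000 permutations. In the same way, the share of reads of 20 to 22 nt among reads that begin with the first 18 nt of an smRNA was compared between known miRNAs and pot-miRNAs. TSSs and smRNAs are not replicate samples. An smRNA was extended in both directions with overlapping reads that share 17 nt with it, each further nucleotide resting on at least 5 reads and on over 50% of them, up to 150 nt. Listed homologs of a known miRNA were smRNAs with up to 2 mismatches over at least 17 nt and ends shifted by up to 3 nt. Those with 1 mismatch and at least 10 reads were tested for a fixed ratio to the known miRNA by a chi-square test on the 3 libraries.

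The miRNAs and ESTs named in the text are those the paper names in its results and in Tables 2 and 5, and the 5 most abundant 21 nt smRNAs outside the known miRNAs and their variants with 1 mismatch. Other sequences and ESTs are named where they were the most abundant, the lowest or the whole of a stated group, or were picked in the course of the analysis.

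The methods were tested on simulated data. Among 5000 simulated sequences, the test of 2 libraries called 65 of the 200 changed ones, all 16 of those with at least 100 reads, and 2 of the 4800 unchanged ones. The expected numbers of signatures differed from those of 20 random draws by at most 0.375%. The permutation test gave p under 0.05 in 8 of 200 simulations without a difference and in 200 of 200 with one. The extension reached a median of 92 nt for simulated RNAs of 100 nt and stayed at 21 nt for defined 21 nt sequences.

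The alternatives tried were other denominators, minimum counts of reads or RPM, equal depth, other pseudocounts, the single most abundant tag per site, other windows and other lengths of the shared 5′ end. The peak threshold along whole ESTs, the GO term enrichment, the northern blots, the RLM-5′RACE and the RT-qPCR were not analysed here. The positions of the ESTs in a genome were not analysed here. The computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.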

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

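The tests in this part were chosen after the abundances had been seen. The 5 smRNAs were picked by a rule set earlier, as the most abundant 21 nt sequences outside the 84 known miRNAs and their variants with 1 mismatch, and the paper does not report on them. None is listed for a target in Additional file 4. Each was far above the limit that a count of 0 allows, which is 0.411 RPM in stage A, 0.405 RPM in stage B and 0.387 RPM in stage C.

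GGGGATGTAGCTCAGATGGTA had 1902 RPM in stage A, 2346 RPM in stage B and 4320 RPM in stage C, a sum of 8567 RPM, which placed it second among all 21 nt signatures. CCCCATGTCGCACGGATTCGT had 1524, 1335 and 1779 RPM (sum 4639 RPM), TTGACAGAAGAGAGTGAGCAC had 478, 1194 and 1106 RPM (sum 2777 RPM), and ACACACATGAACCGGATACTA had 839, 562 and 259 RPM (sum 1660 RPM). Fragments of longer abundant RNAs could be spread over many lengths, with a low share of 20 to 22 nt among the reads that begin with the same 18 nt. The share was 65.1% for GGGGATGTAGCTCAGATGGTA, well below the median of 99.02% of the known miRNAs and above the limit of 50%, so that fragments of a longer abundant RNA and a defined 21 nt smRNA cannot be told apart for it. Its motif TAGCTCAG is found in reads of many lengths, 24.3% of them 20 nt, 20.4% 21 nt, 16.0% 22 nt and 15.6% 23 nt. The share was 99.1% for CCCCATGTCGCACGGATTCGT, 99.8% for TTGACAGAAGAGAGTGAGCAC and 96.5% for ACACACATGAACCGGATACTA, which argues against breakdown into many lengths for these. TTGACAGAAGAGAGTGAGCAC is hvu-miR156a with 1 more T at the 5′ end, and overlapping reads did not extend it beyond 21 nt. They extended GGGGATGTAGCTCAGATGGTA to 24 nt, ACACACATGAACCGGATACTA to 26 nt and CCCCATGTCGCACGGATTCGT to 39 nt, so that an origin of the last from a longer RNA is not excluded. A difference between stages remains open and untested, since each stage has 1 library.

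CACGACTCTCGGCAACGGATA had 1439 RPM in stage A, 1452 RPM in stage B and 1646 RPM in stage C, a sum of 4537 RPM. Of the 202672 reads that begin with the same 18 nt, 40.0% were 20 to 22 nt long, and overlapping reads extended it to 39 nt. A candidate explanation is therefore a fragment of a longer abundant RNA. Whether it comes from a particular class of RNA was not analysed here, and no biological explanation was tested.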

How the results depend on the processing

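The alternatives were set before the data were examined, apart from 7 kinds that were chosen after seeing the data: the 1 to 36 nt sequences of Additional file 1 as denominator (for length shares and for RPM), leaving out signatures with an unread base, known miRNAs at an offset of 0 only, targets of known miRNAs as in Table 4, known miRNAs matched by sequence, and pot-miRNAs unrelated to a known miRNA only. Over 19 results and 68 alternatives, 28 values stayed close to the reported value (within its counting error, within 1.5-fold for counts, or on the same side of the significance threshold for tests), 30 moved further in the same direction or size class, 9 reversed, and 1 passed a threshold that the reported value had not passed.

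The length shares kept their direction under each alternative. The change of the 24 nt share from stage A to C was -7.66 percentage points with 18 to 25 nt sequences only, -19.5 with at least 2 reads per signature and -11.4 with the 1 to 36 nt denominator. For the 21 nt share these were 3.15, 7.14 and 1.44 percentage points.

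The numbers of 21 nt signatures did not keep their order. B over A reversed to 0.922 at equal numbers of 21 nt reads and to 0.985 with at least 2 reads, and was 1.11 at equal numbers of reads of all lengths and 1.05 above 1 RPM. At equal numbers of 21 nt reads the reversal follows from the larger number of 21 nt reads in library B. Many of these reads were hvu-miR168a, with 43048 reads in A and 118634 in B. The 10 most abundant 21 nt signatures held 27.6% of the 21 nt reads in A and 39.3% in B. The ratio of 0.922 alone therefore does not show fewer kinds of 21 nt smRNA in B. C over B reversed to 1.01 above 1 RPM, and was 0.792 and 0.874 at equal numbers of 21 nt reads and of all reads and 0.832 with at least 2 reads. For 24 nt signatures, B over A was 1.78, 1.75 and 1.25 under the first 3 of these choices (equal 24 nt reads, equal reads of all lengths, at least 2 reads) and C over B 1.31, 1.20 and 1.05. Above 1 RPM both reversed, to 0.805 and 0.591, and the cause was not tested. That minimum counts abundant signatures only, so that it does not test the number of all signatures.

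For degradome signatures, B over A reversed to 0.888 and B over C to 0.949 above 1 RPM, the minimum named in the methods, and the cause of the reversal was not tested beyond what is given under the other observations. With at least 2 reads the ratios were 1.31 and 1.85, and without unread bases 1.61 and 2.05. At equal depth B over C was 1.61.

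The summed RPM of known miRNAs kept B over A above 1, with 2.07 per 18 to 25 nt sequence, 2.00 with length variants, 1.59 without hvu-miR168a and 2.06 per 1 to 36 nt sequence. C over B reversed to 1.02 per 18 to 25 nt sequence and to 1.03 without hvu-miR168a, and stayed below 1 with 0.897 per 1 to 36 nt sequence and 0.906 with length variants. The number of known miRNAs that differed at least 2-fold rose to 34 between A and B and to 22 between B and C without a filter on low values, which considered all 84, and to 45 and 30 with the exact test, which takes the reads in the table as library totals, and no fold threshold.

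The number of target sites with a tag, the numbers of sites highest in each stage and the difference in the share of tags at the cleavage position kept their size or their side of the threshold under each alternative run. The order of stages B and C did not hold. With at least 10 reads, the sites highest in stage B fell from 29 to 20, below the 23 of stage C. The grouping of targets by a known miRNA listed at any offset replaced the grouping by an offset of 0 after the values of the latter had been seen. For that share the p-values of the permutation tests ran from 2e-05 to 0.0240. The difference between known miRNAs and pot-miRNAs in the share of 20 to 22 nt reads was 4.89 percentage points and passed p = 0.05 in no alternative set earlier (permutation p from 0.0528 to 0.130). It was 56.1 percentage points with pot-miRNAs unrelated to a known miRNA only (permutation p = 1e-05, the smallest the permutations can give).

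The alternative of 20 nt tags only was not run, because the degradome table already pools the 20 nt and the shortened 21 nt tags. No paired analysis was possible because each stage had 1 library of each type. The depth limits single sites and single smRNAs: 10 of the 96 sites had under 10 reads over the 3 libraries, and 137 of the 1013 listed smRNAs had under 10 reads.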

Differences from the paper's values

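In units of 1000000 reads, the paper's text gives 20 per smRNA library, and the deposited table held 5.44 in stage A, 5.37 in stage B and 4.98 in stage C. The paper's numbers of 18 to 25 nt sequences in Table 1, 5.284, 5.214 and 4.837 in the same units, are those of the deposited table (5283851, 5213471 and 4836873). Additional file 1 has 6608637, 6566080 and 6904123 sequences of 1 to 36 nt in the 3 libraries, whose sum is close to the 20 of the text. No alternative set before the data were examined applies to this count.

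The paper gives about 0.01% for the known miRNAs among the unique 21 nt signatures, and the value here was 0.0221%. For known and new miRNAs together the paper gives 1%, and the value here was 0.0241%. No alternative set before the data were examined applied to either. Among signatures above 1 RPM, a choice made after seeing the values, the known and new miRNAs of 21 nt were 0.736%, which is within 1.5-fold of the paper's 1%, and the known ones were 0.675%.

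The paper counts 71 miR156 homologs, and 116 listed smRNAs met the definition used here. No alternative was set for this definition. For miR168 the paper counts 24 and the count here was 30. Both counts here took smRNAs listed at any offset. At an offset of 0, the SPL sites had 77 listed smRNAs and the PINHEAD site (U21_11849, miR168) had 29, known members included.

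For the pot-miRNA of PGlcT in stage C, the paper's Table 5 gives 0.10 RPM, and the deposited table has 0 reads of this sequence in stage C. No alternative set before the data were examined applied. Of 176 listed values that rest on 0 reads, this is the 1 given as 0.1.

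The shares of 24 nt and 21 nt sequences, 56.6% and 9.10% here against the paper's 44% and 7%, are within 1.5-fold of each other. With the 1 to 36 nt sequences of Additional file 1 as denominator, an alternative chosen after seeing the values, they were 44.5% and 7.15%. The same holds for the values of about 49, 47 and 38% (24 nt) and about 6.2, 7.6 and 7.7% (21 nt) in Fig. 2, read by eye, against 49.0, 47.2 and 37.6% and 6.17, 7.66 and 7.61% with this denominator.

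The paper states that the diversity of 21 nt smRNAs rose from stage A to B. At equal numbers of 21 nt reads, stage B had 89401 signatures against 96981 in stage A. At equal numbers of reads of all lengths, stage B had 99893 against 90259 in stage A. The paper states that the number of unique degradome sequences was highest in stage B. Above the minimum of 1 RPM of its methods it was highest in stage A, with 120702 signatures against 107229 in stage B. With at least 2 reads in the library it was highest in stage B, with 3269134 signatures against 2501350 in stage A.

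The paper states that regulation by miRNAs peaked in the transition phase. Earlier it proposes, from numbers of unique sequences, that more different transcripts were cleaved then. Tags at the 96 sites are another measure, and they also depend on the amount of target mRNA, which was not measured here. The summed RPM of known miRNAs was 2.02 times as high in stage B as in A, while the order of B and C did not hold. By degradome tags, 44 of the 96 ESTs (42 of the 94 distinct sites) were highest in stage A and 29 in stage B, and among the 16 distinct sites with a known miRNA listed 9 were highest in stage A and 4 in stage B. The tags summed over all sites were highest in stage B, at 257 RPM, and without the ferredoxin site in stage C, at 146 RPM. The rank of stage C in this last sum rested on the beta-galactosidase site (U21_9761), with 0.525 RPM in stage A and 46.3 RPM in stage C.

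The paper states that the accumulation of miR168 on northern blots followed the reads. By reads, stage C (36.2%) was above stage A (17.2%), whereas the bands in Fig. 4 place stage A above stage C. The paper places miR5067 over 100 RPM, which holds for the sum of the 3 libraries (127 RPM) and not for any single library (at most 56.4 RPM). The paper's Table 2 marks a star sequence for miR5048. Additional file 3 marks no such segment on this pri-miRNA, and 8 reads lay more than 24 nt from the miRNA, against 2434 reads within 1 nt of it.

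The paper's minimum of 1 RPM for smRNAs holds for the RPM summed over the 3 libraries, with 137736 signatures of 18 to 25 nt against the paper's 137614. The minimum of 1 RPM for degradome signatures does not hold for the sites of Additional file 4, of which 54 of 96 reach it by the sum of the 3 libraries.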

Other observations

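The tests for short breakdown products among the 24 nt shares, for DOF1 and ABI8 without OsMLA1-like, for homologs with at least 100 reads, and for the lengths of the 193 pot-miRNAs outside the known families, were chosen after the result was seen. The other tests in this part were chosen before the values they measure had been computed.

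Degradome signatures were most numerous in stage B. The tables argue against depth as the cause, since B over A was 1.40 at equal numbers of tags. They argue against tags with an unread base, without which B over A was 1.61. Sequencing errors were estimated from the neighbours with 1 mismatch of the 200 most abundant tags, which held 1.12 times as large a share of reads in B as in A and 0.667 times that in C, less than the 1.5-fold set as the limit, which argues against this explanation. Rare tags remain open: above 1 RPM stage B had 0.888 of the signatures of stage A. The excess of stage B may therefore lie in tags with few reads, which random breakage of mRNAs in the sample or during preparation could give. A biological difference between the stages stays open and untested.

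The number of 24 nt signatures rose from stage A to C. At equal numbers of 24 nt reads C over A was 2.32, which argues against depth. The neighbours with 1 mismatch of 8 abundant known miRNAs held 1.20 times as large a share of reads in C as in A, while the 24 nt signatures per read rose 2.44-fold, which argues against sequencing errors as the whole cause. The 24 nt share of sequences fell from A to C, and among 18 to 25 nt sequences it changed by -7.66 percentage points. This does not test for short breakdown products, since reads of 26 to 36 nt were 2.87% in A and 2.83% in C and breakdown products may lie within the range, where the 20 nt share rose from 3.99% to 5.93%. Short breakdown products and a change in the smRNAs cannot be told apart by it. The table held 5439786 of the 6608637 sequences of 1 to 36 nt in library A and 4977603 of 6904123 in C. Sequences outside the table, under 18 nt or left out by the filters, were therefore more numerous in C. This goes with more short products in C, but their source was not tested. Signatures with few reads carry the rise: above 1 RPM, B over A was 0.805 and C over B 0.591. What gives rise to them was not tested, and a biological difference between the stages stays open and untested.

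Of 100 listed homologs that differ by 1 base from an abundant known miRNA, 85 did not change their ratio to it between the libraries at p under 0.05 (chi-square test), but most had too few reads to show a change. Of the 19 with at least 100 reads, 10 (52.6%) kept the ratio and 9 changed. None exceeded 1% of the parent's reads over the 3 libraries (highest 0.703%). By these values sequencing errors and separate smRNAs cannot be told apart, because the ratio of an error to its parent may also differ between libraries. TGACAGAAGAGAGTGAGCAA (C20A relative to hvu-miR156a, position from 1 at its 5′ end), picked after its values were seen, had the smallest p and went from 0.186% in stage A to 0.954% in stage C (chi-square test, adjusted p = 5.6e-66).

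At 26 target sites all tags came from 1 library. Amplification of few molecules remains open by 3 tests. Among all degradome tags with the same number of reads, 48.5% were in 1 library only, against 0.402% for random sampling. At the other positions of the TSSs whose mRNA had tags in all 3 libraries, 38.7% of the tags with as many reads were in 1 library only (95% interval 32.9 to 44.9), against 0.433% for random sampling. Of the tags with 5 to 30 reads that were all in 1 library, the tags starting 1 nt upstream or downstream had 39.6% of their reads in that library (38.0 to 41.1), against 33.5% from depth alone. By library this last value was 37.5% for tags in A, 51.3% in B and 26.9% in C, so that for stage B, which holds 12 of the 26 sites, it does not lie under 50% and the third test leaves a stage difference open. Tags in a single library at such counts may therefore reflect few molecules instead of a stage at which the mRNA was cleaved. Of the targets the paper discusses this bears on DOF1, ABI3, ABI8, ACC oxidase and the chlorophyll a/b binding protein. A biological difference between stages stays open for each.

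The share of tags at the cleavage position was higher for targets of known miRNAs than for targets of pot-miRNAs. The tables argue against a difference in depth between the sites, since with 10 reads drawn per site the medians differed by 50.0 percentage points (35 to 50 over 1000 rounds).

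The 8 pot-miRNAs of GID1, which all end in CCA, rose 29.9-fold from stage A to C. Of the reads of at least 18 nt that end with the same 18 nt, 46.5% were 20 to 22 nt long, against a median of 100% for the other 79 known miRNAs, so that fragments of a longer abundant RNA are a candidate explanation. By reads that begin with the same 18 nt the share was 92.3%, so that the 2 ends differ, and overlapping reads did not extend the most abundant of the 8 beyond its own 20 nt. The share of other 18 to 23 nt reads that end in CCA rose 2.31-fold, from 1.61% in stage A to 2.27% in stage B and 3.72% in stage C. A general rise of such smRNAs could therefore contribute, although it is much smaller than that of the 8 sequences. The known miRNAs miR894, miR5054, miR5072 and miR5077, which also end in CCA, rose from 24 reads in stage A to 69 in stage B and 162 in stage C. They were picked as a group because they rose; hvu-miR391 also ends in CCA and had 5, 2 and 1 reads. For the 4, 19.1% of the 16336 reads with the same last 18 nt were 20 to 22 nt long, and fragments of a longer RNA are a candidate explanation there too, although by the first 18 nt the share was 82.0%.

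The pot-miRNAs of DOF1, ABI8 and OsMLA1-like were joined by overlapping smRNA reads. Of their 12 sequences, 8 fell into 1 joined sequence, and the most abundant pot-miRNA of OsMLA1-like stayed outside it, which argues against a single longer RNA as the source for the 3 targets together. The most abundant pot-miRNAs of DOF1 and ABI8 extend into 1 sequence of 60 nt, in which reads start at all 43 of 43 possible positions, with at most 16.3% of the 18320 reads at any of them. Only 1 of the 84 known miRNAs extended beyond 40 nt. For DOF1 and ABI8, fragments of a longer abundant RNA are a candidate explanation.

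The pot-miRNAs of GA3oxidase1 and the known miRNAs of the miR2005, miR2008 and miR2018 families, picked in the course of the analysis, were tested in the same way with reads that begin with the same 18 nt. The share of 20 to 22 nt was 13.0% for GA3oxidase1 and 26.98% for the known miRNAs. In both, the most abundant sequence is itself 19 nt long, which lowers the share whatever the source, so that fragments of a longer RNA and defined 19 nt smRNAs cannot be told apart by this test. Of these reads, 76.6% were 19 nt long for GA3oxidase1 and 37.3% for the known miRNAs. By the last 18 nt, 100% and 96.6% were. Overlapping reads did not extend the most abundant pot-miRNA of GA3oxidase1 beyond 19 nt, and reached 22 nt for the known miRNAs. For GA3oxidase1 this argues against breakdown into many lengths, but not against a fragment of fixed length. Both groups include sequences with the motif TAGCTCAG, which 350720 reads of 18 to 36 nt held in the 3 libraries.

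Over all targets, fragments of longer abundant RNAs as the source of the 193 pot-miRNAs outside the known families remain open. Overlapping reads extended them to a median of 25 nt, further than the 21 nt of the known miRNAs (permutation test, p = 0.00272) but less than the 60 nt set for this explanation. In all, 31 of the 193 (16.1%) reached at least 60 nt, as none of the 84 known miRNAs did. Their median share of 20 to 22 nt among reads that begin with the same 18 nt was 43.0%, against 99.02% for the known miRNAs (permutation test, p = 1e-05, the smallest the permutations can give), which goes with this explanation. With the smRNA's own length and 1 nt either side counted instead, the medians were 54.2% for the 193 and 99.2% for the known miRNAs.

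On the pri-miRNAs of the 7 new miRNAs, a median of 83.3% of the matching reads started within 1 nt of the miRNA or its miRNA*, and 85.7% on those of the known miRNAs. The authors had left out signatures that match a smear of overlapping smRNAs, so that this share was high by selection, and siRNA or breakdown products cannot be told apart from a defined duplex by it. It was 25.4% for MIR6003 and 52.5% for MIR6001, and 2 of the 8 pri-miRNAs of known miRNAs were under 50%.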
